# YY1 binding is a gene-intrinsic barrier to Xist-mediated gene silencing

**DOI:** 10.1038/s44319-024-00136-3

**Published:** 2024-04-23

**Authors:** Joseph S Bowness, Mafalda Almeida, Tatyana B Nesterova, Neil Brockdorff

**Keywords:** X Inactivation, Transcription Factor, Gene Silencing, Chromatin, Xist, Chromatin, Transcription & Genomics

## Abstract

X chromosome inactivation (XCI) in mammals is mediated by Xist RNA which functions in *cis* to silence genes on a single X chromosome in XX female cells, thereby equalising levels of X-linked gene expression relative to XY males. XCI progresses over a period of several days, with some X-linked genes silencing faster than others. The chromosomal location of a gene is an important determinant of silencing rate, but uncharacterised gene-intrinsic features also mediate resistance or susceptibility to silencing. In this study, we examine mouse embryonic stem cell lines with an inducible *Xist* allele (iXist-ChrX mESCs) and integrate allele-specific data of gene silencing and decreasing inactive X (Xi) chromatin accessibility over time courses of Xist induction with cellular differentiation. Our analysis reveals that motifs bound by the transcription factor YY1 are associated with persistently accessible regulatory elements, including many promoters and enhancers of slow-silencing genes. We further show that YY1 is evicted relatively slowly from target sites on Xi, and that silencing of X-linked genes is increased upon YY1 degradation. Together our results suggest that YY1 acts as a barrier to Xist-mediated silencing until the late stages of the XCI process.

## Synopsis

The transcription factor Yin Yang 1 (YY1) is enriched at gene promoters and enhancers on the X chromosome which are silenced more slowly by Xist RNA and contributes towards resistance to pathways of Xist-mediated chromosome silencing.

- Integrated allelic analysis of gene silencing and chromatin accessibility over time-courses of Xist induction in mouse embryonic stem cell differentiation.
- Motifs bound by YY1 are associated with persistently accessible regulatory elements, including many promoters and enhancers of slow-silencing genes.
- YY1 is evicted relatively slowly from target sites in the course of X chromosome inactivation.
- YY1 depletion promotes X-linked gene silencing.

## Abstract (web summary)

The transcription factor Yin Yang 1 (YY1) is enriched at gene promoters and enhancers on the X chromosome which are silenced more slowly by Xist RNA and contributes towards resistance to pathways of Xist-mediated chromosome silencing.

## Introduction

In mammals X chromosome inactivation (XCI) ensures genes on one X chromosome are silenced to compensate X-linked gene dosage between XX and XY cells. XCI is initiated during early embryonic development by the expression of Xist, a long non-coding RNA, from the future inactive X (Xi) (Brockdorff et al, 1992; Brown et al, 1992; Kay et al, 1993). Xist RNA spreads over the chromosome in *cis* and recruits molecular pathways which collectively modify the underlying chromatin from an active to a repressive state, resulting in complete transcriptional silencing of most X-linked genes (for a recent review, see Loda et al, 2022). An important subset of X-linked genes, including those present in the pseudoautosomal regions shared with the Y chromosome, escape inactivation to varying degrees (Lyon, 1962; Carrel and Willard, 2005; Yang et al, 2010). Although there are differences in the developmental regulation and timing of XCI between mammalian species (Dupont and Gribnau, 2013), many molecular mechanisms of Xist-mediated silencing are conserved, and insights derived from studying tractable experimental models such as mouse embryonic stem cell (mESC) lines often extrapolate to human XCI and have relevance to diseases linked to the X chromosome.

Previous studies have established that the kinetics of Xist-mediated gene silencing vary considerably between X-linked genes (in the range of several hours to days) and report comparable categories of fast and slow-silencing genes despite using a variety of in vivo and in vitro model systems and different assays to quantify silencing (Lin et al, 2007; Marks et al, 2015; Borensztein et al, 2017; Loda et al, 2017; Barros de Andrade E Sousa et al, 2019; Pacini et al, 2021; Bowness et al, 2022). Analysis of the features conferring different silencing rates have revealed correlations with proximity to the *Xist* locus (Lin et al, 2007; Kelsey et al, 2015; Barros de Andrade E Sousa et al, 2019; Nesterova et al, 2019), and to chromosomal sites where Xist RNA preferentially localises (Engreitz et al, 2013; Markaki et al, 2021). In addition, slow-silencing genes are more likely to have a high expression level on the active X (Xa) chromosome, i.e., prior to the onset of Xist-mediated silencing (Loda et al, 2017; Nesterova et al, 2019). This observation highlights that gene-intrinsic features have a contributory role in determining rates of gene silencing in XCI. Relatedly, escape from XCI is also mediated by gene-intrinsic factors (Peeters et al, 2018, 2023; Fang et al, 2019a) in a non-trivial manner as catalogues of escapee genes vary substantially between different tissues (Berletch et al, 2015; Andergassen et al, 2017). Studies focusing on escape have implicated roles for CTCF binding (Filippova et al, 2005), local chromatin status (Calabrese et al, 2012), or proximity to tissue-specific enhancer elements (Andergassen et al, 2017). However, a full understanding of gene-intrinsic features affecting both silencing kinetics and escape is lacking.

In this study, we set out to investigate if promoter/enhancer binding by specific transcription factors (TFs) contributes to gene-intrinsic variation in silencing rates. Initially, we focused on chromatin accessibility because, in addition to denoting the locations of *cis*-regulatory elements (REs) in the genome (Thurman et al, 2012), it conveys information about the relative activity levels of REs as promoters, enhancers or insulators, and marks instances where TFs bind their cognate motif sequences in REs (see reviews (Klemm et al, 2019; Kim and Wysocka, 2023)). Accordingly, we profiled the rate of chromatin accessibility reduction from Xi at X-linked REs using ATAC-seq (Buenrostro et al, 2013), and used this to investigate TF binding sites that correlate with differential rates of silencing. Our analysis revealed a strong link between slow silencing kinetics and the presence of binding sites for the TF Yin Yang 1 (YY1). Consistent with this observation we found that YY1 is evicted particularly slowly from Xi in an extended time course of Xist RNA induction, and moreover that depletion of YY1 leads to an increased level of Xi silencing at multiple timepoints.

## Results and discussion

To assess the contribution of TF binding in determining the rate of Xi gene silencing we made use of an established interspecific XX mESC model, iXist-ChrX, in which Xist RNA expression from a single X chromosome is driven by the addition of doxycycline (Nesterova et al, 2019). In recent work we used this system to characterise Xi gene silencing over a time course of mESC to neuronal precursor cell (NPC) differentiation, in the process defining classes of fast, intermediate and slow-silencing genes on the basis of their rates of silencing (Bowness et al, 2022). For the present study we extended this characterisation by performing equivalent time courses of ATAC-seq in iXist-ChrX_Dom_ cells, which carry inducible Xist on the *Mus musculus domesticus* allele and a recombination event which makes only the 103 Mb proximal to *Xist* informative for allelic analysis (Nesterova et al, 2019). In Fig. 1, we compare allele-specific ATAC-seq data with chromatin-associated RNA sequencing (ChrRNA-seq) datasets of gene silencing previously collected from this line under the same experimental conditions. As shown in representative genome tracks in Fig. 1A, most REs on Xi show a progressive reduction in chromatin accessibility over the time course of XCI. This can be quantified for individual elements at each timepoint by taking reads overlapping strain-specific SNPs and calculating the fraction of allelic reads mapping to the chromosome with inducible Xist (*Xi / (Xi* + *Xa)*). When “allelic ratios” are calculated for all ATAC-seq peaks amenable to allelic analysis (*n* = 790 of 2042 ChrX peaks, see “Methods”), there is a clear trend of decrease from biallelic accessibility of REs in uninduced mESCs (median ~0.50) to monoallelic accessibility in differentiated NPCs (median ~0.11) (Fig. EV1A). A few exceptions demonstrate increasing accessibility on Xi (Fig. EV1B), for example *Xist* and the clusters of CTCF-binding REs at the *Firre* and *Dxz4* loci implicated in the 3D superstructure of the Xi chromosome (Rao et al, 2014; Deng et al, 2015; Yang et al, 2015; Giorgetti et al, 2016).

**Figure 1:**
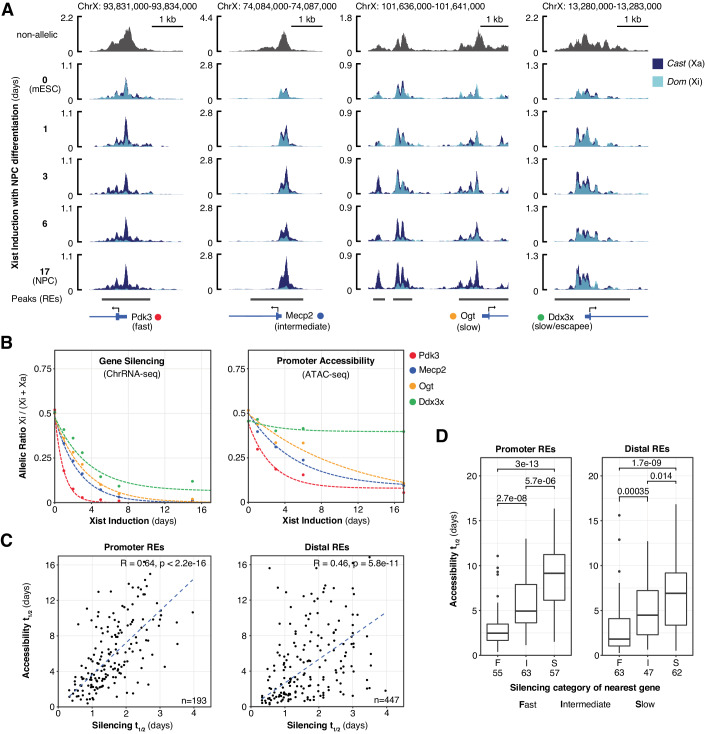
Corresponding dynamics of gene silencing and decreasing Xi chromatin accessibility. (**A**) ATAC-seq genome tracks at promoter regions of four X-linked genes showing allele-specific changes to Xi accessibility over a time course of Xist induction with NPC differentiation. Replicates averaged using SparK software (Kurtenbach and Harbour, 2019) (*n* = 3 for 0 h mESC, *n* = 2 per NPC timepoint). (**B**) Trajectories of gene silencing (left) and accessibility of the promoter regions (right) for the four X-linked genes displayed in (**A**). Lines trace exponential decay curves fitted to each individual gene or regulatory element (RE). Allelic ratios are averages of *n* = 3 or *n* = 2 replicates per timepoint (ChrRNA-seq data from GSE185843). (**C**) Scatter plots comparing halftimes of RE accessibility and silencing of their putative target genes. *R* values represent Spearman’s rank correlation coefficients. (**D**) Boxplots of RE accessibility halftimes grouped by the silencing category of their putative target genes. Boxes span first to third quartiles with a central line indicating the median. Whiskers extend to 1.5 * the interquartile range and outliers outside this range are plotted as separate points. Significance (*P* values) calculated by Wilcoxon rank-sum test. Numbers of REs in each category are indicated below.

**Figure EV1:**
Allele-specific ATAC-seq over a time course of inducible XCI. (**A**) Heatmap of allelic ratios for each X-linked RE in iXist-ChrX_Dom_ cells over a time course of Xist induction with NPC differentiation. Three loci containing clusters of RE which increase in accessibility on Xi (*Firre*, *Dxz4* and *Xist*) are indicated by red boxes. Locations of escapee gene loci which retain biallelic accessibility *Ddx3x*, *Slc25a5* and *Eif2s3x* are also labelled. *Bicor* is efficiently silenced but contains a cluster of intragenic REs which remain biallelically accessible. Allelic ratios are the average of 2 or 3 replicates for each timepoint. Note that REs on ChrX distal to *Xist* (i.e., 103–165 Mb) are not amenable to allelic analysis due to a recombination event during derivation of the iXist-ChrX_Dom_ line (Nesterova et al, 2019). (**B**) ATAC-seq genome tracks of *Firre* and *Dxz4* loci over a time course of Xist induction with NPC differentiation. Tracks are the average of duplicates for each timepoint. (**C**) Ribbon plot comparing the dynamics of decreasing RE chromatin accessibility with gene silencing dynamics. Dashed lines connect median averages for each timepoint and shaded areas trace interquartile ranges. (**D**) Boxplots of accessibility halftimes grouped by a categorisation of regulatory elements as promoters (+/-500bp TSS), CTCF sites (CTCF ChIP-seq from GSE144336) or non-CTCF distal elements. Boxes span first to third quartiles with whiskers extending to 1.5 * the interquartile range and a central median line. Significance (*P* values) calculated by Wilcoxon rank-sum test. Numbers of REs in each category are indicated below.

On average, allelic ratios of RE accessibility decrease at a comparatively slower rate than gene silencing quantified by the same metric from ChrRNA-seq data (Fig. EV1C). This slower rate is unlikely to be fully accounted for by subsets of REs remaining persistently accessible throughout XCI, since for individual genes the allelic ratio of accessibility at its promoter decreases more slowly than it silences (Fig. 1B). It is important to note that we do not necessarily interpret slower kinetics to mean that loss of promoter accessibility is mechanistically downstream of gene silencing. Chromatin accessibility and gene expression are not correlated linearly in other dynamic developmental processes (Starks et al, 2019; Kiani et al, 2022; Tu et al, 2023) and both may be influenced by Xist RNA via a variety of indirect or direct mechanisms (Pintacuda et al, 2017; Jégu et al, 2019).

Using the same methodology as we previously applied to gene silencing (Bowness et al, 2022), we fit REs on the X chromosome with exponential decay curves tracing the trajectory of decreasing Xi accessibility over the time course of Xist induction. This enabled quantification of accessibility reduction kinetics by a halftime (*t*_1/2_) value of the inferred time taken for Xi accessibility to decrease to half its initial value. Halftimes were calculated for the majority of REs (657/790), although not applicable for elements whose accessibility did not decrease by half over the time course. A general chromosome-wide comparison of halftimes showed that on average distal (non-promoter) REs, with the exception of those bound by CTCF, lose accessibility faster than promoters (Fig. EV1D).

When comparing between genes, we noticed a clear correspondence between the rate of accessibility decrease and gene silencing, such that genes which fall into categories of fast, intermediate or slow- silencing broadly retain this same order when compared by the allelic ratio decrease of their promoter accessibility (Fig. 1B). Consistent with this, accessibility reduction halftimes are correlated with gene silencing halftimes both for promoters (*R* = 0.64, Spearman correlation) and distal elements simplistically assigned to their “nearest” gene by linear genomic proximity (*R* = 0.46) (Fig. 1C). The correspondence is also clear when REs are grouped by the silencing category (i.e.. fast, intermediate or slow) of their nearest gene, further demonstrating that REs associated with slow-silencing genes tend to lose accessibility significantly more slowly than those in proximity to fast-silencing genes (Fig. 1D).

Given that chromatin accessibility is a signature of TF binding, we hypothesised that specific transcription factor(s) may be persistently bound at regulatory elements which have slow accessibility reduction kinetics during XCI. By ranking REs according to accessibility reduction halftimes, we made equal-sizes groups of “depleted” (*t*_1/2_ < 6 days) and “persistent” (*t*_1/2_ > 6 days or allelic ratio > 0.25 in NPCs) REs (Fig. 2A) and performed motif enrichment analysis to identify TF motifs enriched in one group compared to the other (Dataset EV1). The most significant motif is YY1, which is enriched approximately 3-fold in persistent peaks compared to depleted peaks (Fig. 2B). A second motif enriched within the persistent group is CTCF, an expected result given that most of the aforementioned architectural CTCF sites within *Dxz4* and *Firre* clusters are classified as persistent REs in this analysis (Fig. EV1B).

**Figure 2:**
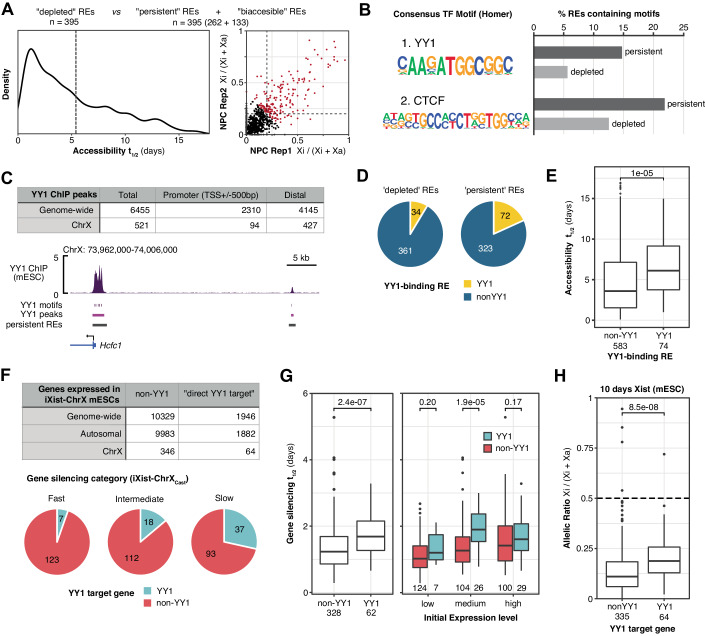
Persistently accessible REs and slow-silencing genes are associated with binding of the transcription factor YY1. (**A**) Classification of equal-sizes groups of “depleted” and “persistent” ChrX REs. The group of “persistent” REs includes both REs with a halftime slower than the arbitrary threshold (*n* = 5.4 days) and peaks which remain biaccessible in iXist-ChrX_Dom_ NPCs (allelic ratio > 0.2). (**B**) HOMER (http://homer.ucsd.edu/homer/) results of the top 2 TF motifs significantly enriched in “persistent” REs compared to “depleted” REs (for full results, see Dataset EV1). (**C**) Above: Consensus YY1 peaks from four replicates of ChIP-seq performed in iXist-ChrX mESCs with an anti-YY1 antibody (*n* = 2 iXist-ChrX_Cast_, *n* = 2 iXist-ChrX_Dom_). The numbers of YY1 peaks on ChrX reported here are prior to applying filters for allelic analysis (see “Methods”). Below: YY1 ChIP-seq genome track showing strong YY1 enrichment at the promoter of the slow-silencing gene *Hcfc1* and an upstream distal RE (track is an average of all 4 replicates). (**D**) Pie charts showing the proportions of depleted and persistent REs which overlap with a ChIP-seq peak of YY1 binding. (**E**) Boxplot demonstrating slower loss of accessibility for YY1-binding REs, quantified for all REs for which it is possible to calculate accessibility halftimes (657/790). Boxes span first to third quartiles with a central line indicating the median. Whiskers extend to 1.5 * the interquartile range and outliers outside this range are plotted as separate points. Significance (*P* value) calculated by Wilcoxon rank-sum test. Numbers of REs in each category are indicated below. (**F**) Above: Numbers of autosomal and X-linked genes classified as “direct YY1 targets” by a the presence of a YY1 ChIP-seq peak directly overlapping their TSS. Only genes which meet minimal thresholds for allelic expression (i.e., are sufficiently expressed in iXist-ChrX mESCs) were considered. Below: Pie charts showing the proportion of YY1 targets within groups of fast, intermediate and slow-silencing genes defined from ChrRNA-seq silencing analysis in iXist-ChrX_Cast_ (Bowness et al, 2022). (**G**) Boxplots comparing silencing halftimes of YY1 targets versus non-target genes in iXist-ChrX_Cast_, separated on the left by initial gene expression categories. Boxes span first to third quartiles with a central line indicating the median. Whiskers extend to 1.5 * the interquartile range and outliers outside this range are plotted as separate points. Significance (*P* values) calculated by Wilcoxon rank-sum tests. Numbers of genes compared are indicated below each box. (**H**) Boxplot showing greater residual Xi expression of YY1 target genes after 10 days of Xist induction in mESCs (iXist-ChrX_Cast_ ChrRNA-seq data from GSE185852). Boxes span first to third quartiles with a central line indicating the median. Whiskers extend to 1.5 * the interquartile range and outliers outside this range are plotted as separate points. Significance (*P* value) calculated by Wilcoxon rank-sum test. The numbers of genes in each category are indicated below.

We validated the association between YY1 binding and persistent chromatin accessibility by overlapping X-linked REs with bona fide peaks of YY1 binding identified by ChIP-seq in iXist-ChrX mESCs using a commercial monoclonal antibody against endogenous YY1 protein (Fig. 2C). YY1-bound REs are overrepresented within the “persistent” group (Fig. 2D) and have significantly slower accessibility reduction halftimes compared to REs which do not overlap with YY1 peaks (Fig. 2E). Extending this analysis, we examined if YY1 binding is also associated with slow gene silencing. Indeed, X-linked genes defined as “direct YY1 targets” by the presence of a YY1 peak directly overlapping their TSS are strongly associated with slow silencing both in terms of gene categories (Fig. 2F) and halftimes (Fig. 2G). This is unlikely to be solely attributable to a correlation between YY1 binding and high levels of initial gene expression, as slower silencing of direct YY1 targets is particularly pronounced within the group of genes defined as “medium-expressed” (Fig. 2G). In addition, we previously reported that undifferentiated iXist-ChrX mESCs subjected to prolonged Xist induction fail to establish complete gene silencing in the absence of cellular differentiation (see Fig. 4 in Bowness et al, 2022). Reanalysis of this data revealed that YY1 target genes show significantly higher residual expression from Xi at this “plateau” of silencing in undifferentiated mESCs (Fig. 2H), corroborating an association between YY1 binding and gene-intrinsic resistance to Xist-mediated silencing.

Next, we directly investigated if YY1 remains bound to its target sites on Xi late into the XCI process, potentially in opposition to pathways of Xist-mediated silencing. We engineered iXist-ChrX cells using CRISPR-Cas9-mediated homologous recombination to knock-in a FKBP12^F36V^-2xStrep-3xT7 fusion tag (Nabet et al, 2018; Dimitrova et al, 2022) to the C-terminal of endogenous YY1 in iXist-ChrX cells. We generated YY1-FKBP12^F36V^-2xStrep-3xT7 lines (hereafter YY1-FKBP12^F36V^) in both iXist-ChrX_Cast_ (Fig. 3A) and iXist-ChrX_Dom_ (Fig. EV2A) backgrounds, which carry inducible Xist on the *Castaneous* and *Domesticus* alleles respectively. ChIP-seq performed on YY1-FKBP12^F36V^ lines using an antibody raised against the T7 epitope generated data with extremely low-background signal compared to anti-YY1 antibodies (Dataset EV2). This enabled quantitative allele-specific analysis of YY1 binding for any peaks which overlap strain-specific SNPs (Fig. 3B) over time courses of XCI. The binding of YY1 to target sites on Xi progressively decreases upon Xist induction with NPC differentiation (Figs. 3C and EV2B), but at a slower rate than both gene silencing (Fig. 3D) and chromatin accessibility (Fig. EV2C), and with notable exceptions such as the clusters of YY1-binding sites at *Firre* and *Dxz4* loci which become more enriched on Xi (Fig. EV2D). Cells induced with doxycycline but maintained in mESC culture conditions retain significantly more YY1 binding on Xi than cells differentiated towards NPCs (Figs. 3C and EV2B), implying that cellular differentiation is required for complete eviction of YY1, and is consistent with our previous observation that gene silencing does not progress beyond a certain point in mESCs (Bowness et al, 2022).

**Figure 3:**
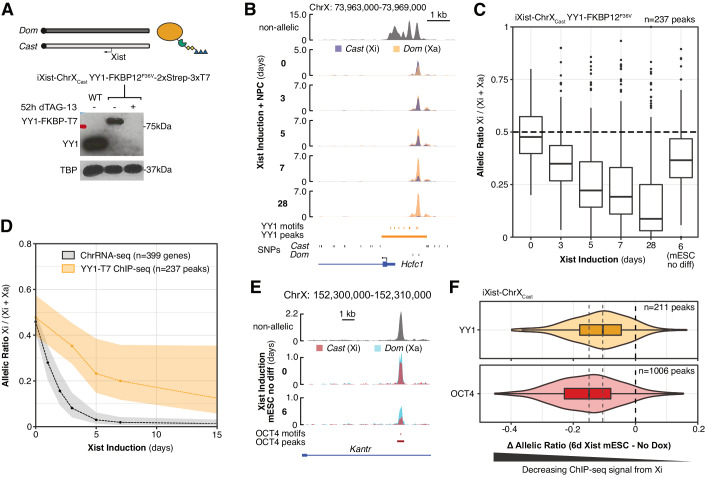
YY1 binding is lost slowly from Xi during XCI. (**A**) Above: Schematic of the iXist-ChrX_Cast_ YY1-FKBP12^F36V^-2xStrep-3xT7 cell line, which allows for both allelic ChIP-seq and acute degradation of endogenous YY1 protein in the context of inducible XCI. An equivalent line engineered in the reciprocal allelic background (iXist-ChrX_Dom_) is shown in Fig. EV2A. Below: Western blot of YY1-FKBP12^F36V^-2xStrep-3xT7 fusion protein expression and degradation upon addition of 100 nM dTAG-13 (iXist-ChrX_Cast_ background). TBP acts as a loading control. (**B**) Genome track of YY1-T7 ChIP-seq, showing the decrease in Xi-specific YY1 binding at the *Hcfc1* promoter over a time course of Xist induction with NPC differentiation. (**C**) Boxplot of decreasing YY1 binding on Xi, as measured by the allelic ratio of reads in each peak, over a time course of Xist induction with NPC differentiation. Boxes span first to third quartiles with a central line indicating the median. Whiskers extend to 1.5 * the interquartile range and outliers outside this range are plotted as separate points. (**D**) Ribbon plot comparing the dynamics of decreasing YY1 binding with gene silencing in the parental iXist-ChrX_Cast_ line. Dashed lines connect median averages for each timepoint and shaded areas trace interquartile ranges. (**E**) Genome track of OCT4 ChIP-seq showing the decrease in Xi-specific OCT4 binding at an intronic peak in *Kantr* after 6 days of Xist induction in mESCs. (**F**) Violin plot comparing the decrease in Xi binding between YY1 and OCT4 after 6 days of Xist induction. For each peak of TF binding, loss of ChIP-seq signal from Xi is calculated as the change in allelic ratio from day 0 to day 6, which decreases by a median of 0.103 for YY1 and 0.149 for OCT4 (indicated by dashed lines). Boxes span first to third quartiles with whiskers extending to 1.5 * the interquartile range and a central median line. Violin width indicates a kernel density estimation of the data distribution.

**Figure EV2:**
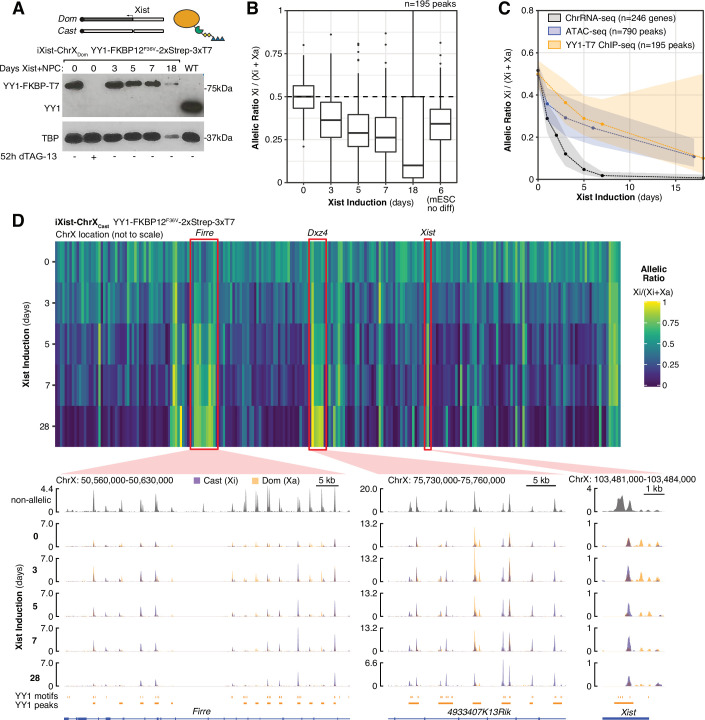
YY1-T7 ChIP-seq over a time course of inducible XCI. (**A**) Above: Schematic of the iXist-ChrX_Dom_ YY1-FKBP12^F36V^-2xStrep-3xT7 cell line. Below: Western blot showing expression of the YY1-degron fusion protein in mESCs and over the course of NPC differentiation, as well as acute degradation upon addition of dTAG-13. TBP acts as a loading control. (**B**) Boxplot of decreasing YY1 binding on Xi, as measured by the allelic ratio in peak regions, over a time course of Xist induction with NPC differentiation (iXist-ChrX_Dom_ background). Boxes span first to third quartiles with a central line indicating the median. Whiskers extend to 1.5 * the interquartile range and outliers outside this range are plotted as separate points. (**C**) Ribbon plot comparing the dynamics of decreasing YY1 binding with decreasing chromatin accessibility and with gene silencing (iXist-ChrX_Dom_ background). Dashed lines connect median averages for each timepoint and shaded areas trace interquartile ranges. (**D**) Above: Heatmap of YY1-T7 ChIP-seq allelic ratios for each X-linked YY1-binding peak over a time course of Xist induction with NPC differentiation (iXist-ChrX_Cast_ background). Below: YY1-T7 genome tracks showing three loci important for the 3D organisation of Xi (*Firre*, *Dxz4* and *Xist*) where Xi-specific YY1 binding increases over the time course of Xist induction.

To further assess the degree to which YY1 binding persists on Xi we used allelic ChIP-seq to compare the retention of YY1 binding at sites on ChrX with that of a different arbitrary TF, OCT4. Following 6 days of Xist induction and chromosome silencing in mESCs, OCT4 binding is reduced at target sites on Xi (Fig. 3E) to a greater degree than YY1 binding at the same timepoint (Fig. 3F). This observation suggests that YY1 may have unique characteristics which enable binding to Xi chromatin until later events of Xist-mediated chromatin inactivation, although we did not extend the comparison by performing ChIP-seq for other transcription factors.

In a final set of experiments, we tested the hypothesis that the association between YY1 binding and slow-silencing genes may indicate a direct role for YY1 in impeding Xist-mediated silencing at its target genes. To investigate this, we made use of the FKBP12^F36V^ degron tag in the engineered cell lines to acutely degrade YY1 and then measured the consequences on Xist-mediated silencing by ChrRNA-seq. In these lines, complete degradation of YY1-FKBP12^F36V^ occurs upon treating cells with 100 nM dTAG-13 (Fig. 4A), and mESCs can be maintained in culture without YY1 for 3–5 days before reduced viability becomes evident. With this mind, we chose to apply dTAG treatment for 52 h and harvested samples for ChrRNA-seq at three timepoints of Xist induction in mESCs - 0 (uninduced), 2 and 6 days (Fig. 4B). We selected the day 2 timepoint, in which YY1 degradation precedes Xist induction, to investigate the role of YY1 in both initiation and establishment of Xist-mediated silencing. By contrast, in the day 6 timepoint YY1 degradation is triggered after almost 4 days of Xist induction in mESCs, by which time gene silencing has reached its maximum but slow-silencing genes are residually expressed from Xi in the absence of cellular differentiation (Bowness et al, 2022). Thus, we chose this timepoint to assess if removal of YY1 increases the repression of genes at a later stage of the XCI process. Xist RNA-FISH analysis at both day 2 and day 6 timepoints indicated normal localisation over the X chromosome territory (Fig. EV3A), contrasting with studies in other cellular models suggesting roles for YY1 in Xist RNA spreading (Jeon and Lee, 2011) and/or localisation (Wang et al, 2016).

**Figure 4:**
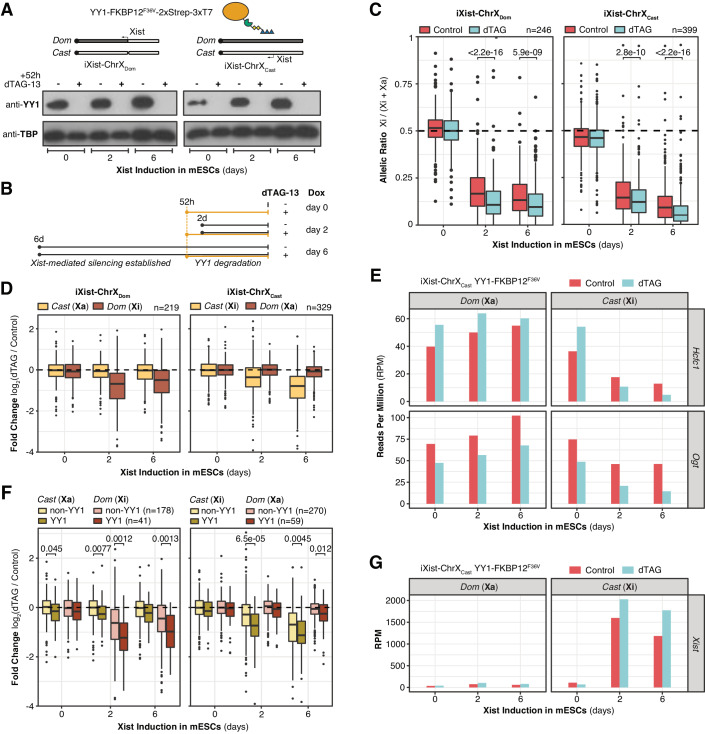
Degradation of YY1 leads to increased silencing of Xi in mESCs without differentiation. (**A**) Above: Schematic of the YY1-FKBP12^F36V^-2xStrep-3xT7 cell lines derived in both iXist-ChrX_Dom_ and iXist-ChrX_Cast_ backgrounds. Below: Western blots of YY1 fusion protein degradation upon addition of 100 nM dTAG-13. TBP acts as a loading control. (**B**) Schematic of the design of ChrRNA-seq experiments investigating the consequences of YY1 degradation at three timepoints of Xist-mediated silencing: day 0 (irrespective of XCI), day 2 (prior to Xist induction), and day 6 (after establishment of silencing). (**C**) Boxplots of allelic ChrRNA-seq analysis showing increased gene silencing upon YY1 degradation in iXist-ChrX_Dom_ (left, *n* = 246 genes) and iXist-ChrX_Cast_ (right, *n* = 399 genes) mESC lines. Boxes span first to third quartiles with a central line indicating the median. Whiskers extend to 1.5 * the interquartile range and outliers outside this range are plotted as separate points. Significance comparisons (*P* values) calculated by paired *T* tests. (**D**) Boxplots showing fold changes in allelic expression of X-linked genes between dTAG-treated and control samples. On average, expression from Xi decreases (indicating increased silencing) whereas expression from Xa and both alleles of uninduced mESCs remains unchanged. Boxes span first to third quartiles with a central line indicating the median. Whiskers extend to 1.5 * the interquartile range and outliers outside this range are plotted as separate points. The numbers of genes in each line that it is possible to calculate fold changes for are displayed above the plots. (**E**) Relative allele-separated expression of two example YY1 target genes, *Hcfc1* and *Ogt*, in ChrRNA-seq experiments performed in the iXist-ChrX_Cast_ line. (**F**) As (**D**) but displaying YY1 target genes and non-YY1 genes separately, with the number of genes in each category given above. Significant differences (*P* values) in Xi expression fold changes were calculated by Wilcoxon rank-sum tests. Other comparisons for Xa are non-significant (*P* > 0.05). (**G**) Levels of chromatin-associated Xist RNA in YY1-degron ChrRNA-seq experiments performed in the iXist-ChrX_Cast_ line.

**Figure EV3:**
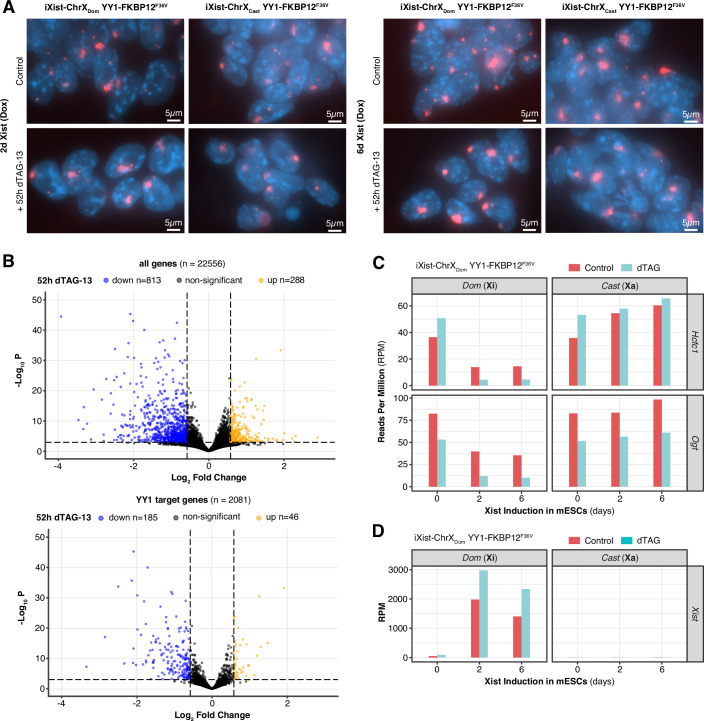
Xist RNA localisation and gene expression changes upon YY1 degradation. (**A**) Maximal Z-projection images from Xist RNA-FISH performed on YY1-FKBP12^F36V^-2xStrep-3xT7 mESCs after 2 days of Xist induction +/− 52 h dTAG-13 (left) or 6 days of Xist induction +/− 52 h dTAG-13 (right). (**B**) Enhanced Volcano plot of genome-wide gene expression changes upon 52 h YY1 degradation. All samples (6 dTAG-treated and 6 control) were included in the analysis regardless of Xist induction status. Thresholds to define strongly differentially expressed genes were set at fold change >1.5 and adjusted *P* value < 0.01 (Wald test with Benjamini–Hochberg correction using DESeq2 (Love et al, 2014)). The lower plot only shows genes defined as direct “YY1 targets” by the presence of a promoter YY1 ChIP-seq peak. (**C**) Relative allelic expression of two example YY1 target genes, *Hcfc1* and *Ogt*, in ChrRNA-seq experiments performed in the iXist-ChrX_Dom_ line. (**D**) Levels of chromatin-associated Xist RNA upon YY1 degradation in ChrRNA-seq experiments performed in the iXist-ChrX_Dom_ line.

Upon YY1 degradation in uninduced cells (day 0), widespread gene expression changes occur in both directions, with direct targets more likely to decrease in expression after YY1 removal (Fig. EV3B). This broadly agrees with the etymology of YY1 (Yin Yang 1) as having either co-activating or co-repressive effects in a context-dependent manner (Shi et al, 1991; Park and Atchison, 1991) as well as literature reporting closer associations with coactivators such as P300, INOV080, BAF and Mediator complexes in mammalian cells (Yao et al, 2001; Cai et al, 2007; Wang et al, 2018b; Beagan et al, 2017). However, at the timepoint measured in this study (52 h) we cannot distinguish direct YY1 regulation from indirect effects of YY1 degradation. A previous study characterising YY1-FKBP mESCs reported similar gene expression changes in both directions upon 24 h of YY1 depletion via dTAG treatment (Weintraub et al, 2017).

In both 2-day and 6-day induced iXist-ChrX cells, dTAG treatment leads to a more skewed (i.e., lower) allelic ratio (Fig. 4C), demonstrating increased gene silencing upon degradation of YY1. Given the widespread gene expression effects upon loss of YY1, it was important to investigate if this effect on allelic ratio could be accounted for by gene expression changes occurring on Xa. Analysis of median log2-fold changes for each allele separately shows that the average gene expression fold change on Xa is close to 0 (Fig. 4D). By contrast, expression of genes on Xi skew negatively in dTAG-treated samples, signifying an increase in their degree of silencing. This trend is also clear upon inspection of X-linked genes individually (Figs. 4E and EV3C), as for example expression of *Hcfc1* (the X-linked gene with the strongest peak of YY1 binding at its promoter) increases from Xa upon YY1 degradation, but decreases from Xi. In general, larger increases in silencing occur at direct YY1 target genes (Fig. 4F), suggesting that YY1 degradation removes barriers to silencing pathways primarily at the level of individual loci. A previous study showed that YY1 binding to the major *Xist* enhancer in exon 1 promotes Xist RNA expression (Makhlouf et al, 2014). Our ChrRNA-seq analysis in 2-day and 6-day induced iXist-ChrX mESCs did not reveal a decrease in Xist RNA levels upon YY1 depletion, with levels if anything being slightly elevated (Figs. 4G and EV3D). We presume this difference is related to using the inducible TetOn promoter in place of the native *Xist* promoter. These elevated levels of Xist upon loss of YY1, attributable to either increased expression or greater RNA stability, may also contribute to the observed increase in X-linked gene silencing.

In summary, we set out to use ATAC-seq to measure loss of chromatin accessibility from REs – and as a proxy to monitor progressive eviction of TFs – over a time course of several days following induction of Xist-mediated silencing in differentiating XX mESCs. It is well documented that genomic location relative to the *Xist* locus (Marks et al, 2015; Barros de Andrade E Sousa et al, 2019) or preferred Xist RNA association sites (Markaki et al, 2021), as well as initial levels of expression (Nesterova et al, 2019), play major roles in determining the silencing kinetics of different X-linked genes. Our analysis showed that the rate accessibility reduction from Xi REs also strongly correlates with the silencing kinetics of associated genes, and revealed enrichment of the TF YY1 at persistently accessible promoters and enhancers and at slow-silencing genes. In further experiments, we demonstrated that YY1 binding is retained on Xi chromatin to a greater extent than other TFs, including in a direct comparison, OCT4, and that YY1 depletion leads to increased Xi silencing, particularly at YY1 target genes. Taken together, these results establish YY1 binding as an additional gene-intrinsic determinant of slow silencing, implying that YY1 acts as a barrier that must be removed for genes on Xi to fully inactivate.

Our observations also indicate that complete YY1 eviction requires late steps in the X inactivation process associated with cellular differentiation. A candidate for mediating eventual eviction is the chromosomal protein SmcHD1, which is enriched on Xi only after several days of differentiation (Gendrel et al, 2012; Bowness et al, 2022). Consistent with this hypothesis, YY1-binding REs remain markedly more accessible on Xi in ATAC-seq data of SmcHD1 knock-out (KO) cell lines which fail to completely establish XCI when differentiated to NPCs (Fig. EV4) (for the gene silencing defect in SmcHD1 KO see Fig. 6 in Bowness et al, 2022). 

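The SmcHD1 experiment comprised 20 ATAC-seq libraries from 4 female (XX) mESC lines, in which doxycycline induces Xist from a single X chromosome (Xi) while the other X stays active (Xa). SmcHD1 is a chromosomal protein of the SMC family that is required for stable silencing of many X-linked genes. In the iXist-ChrX_Dom_ background, the wild-type (WT) line was compared with SmcHD1 KO-A3. In the reciprocal iXist-ChrX_Cast_ background, where Xist is induced on the X of the other strain, WT was compared with SmcHD1 KO-D5. Each line was profiled as mESCs (day 0) and on days 3, 5, 7 and 15 of Xist induction with NPC differentiation, with 1 library per line and day. The sample labels and Dataset EV4 give the last time point as day 15, and the axes of Fig. EV4 give it as 14. The authors aligned reads to an N-masked mm10 genome with Bowtie2 2.3.5.1, assigned them to the parental strains, called peaks per sample with MACS2 at a q-value of 0.01 and merged them into a consensus set per background. Allele-assigned fragments were counted per peak with featureCounts. In the paper's methods, a peak needed at least 10 such fragments in over 80% of samples and an allelic ratio between 0.15 and 0.85 in uninduced mESCs, and similar filters were applied to these lines. The deposited values are allelic ratios, Xi/(Xi + Xa), for each peak and library, with a mark for overlap with a YY1 ChIP-seq peak. An allelic ratio of 0.5 is equal accessibility of both chromosomes, and 0 is signal from Xa alone. The tables hold ratios without fragment counts, so the depth behind each value is unknown and no counting interval is given. TSSE scores in Dataset EV4, which measure the enrichment of signal at transcription start sites, were between 13.2 and 27.4 in these libraries, with a median of 19.8. From the ratios, KO minus WT was taken at each peak on the same day, and values were averaged over days 5, 7 and 15, which follow SmcHD1 recruitment to Xi between days 3 and 5. For all peaks and for YY1-binding against non-YY1 peaks, the daily medians were averaged. For gene lists, single peaks and limma, each peak was first averaged over these days. Peaks were named by the nearest TSS of the mm10 RefSeq annotation and counted as promoters within 500 bp of one. The silencing class and the SmcHD1 dependence of that nearest gene were taken from Dataset EV6. A group of peaks was called apart from the rest where its value lay outside the central 95% of 10000 random lists of the same size, matched on day 0 allelic ratio. Peaks found in both backgrounds were tested with limma, with 2 KO and 2 WT lines, the background as a block and Benjamini-Hochberg adjustment. The cell line field of the 10 iXist-ChrX_Cast_ samples names the iXist-ChrX_Dom_ line, and their titles, the series design and Dataset EV4, which give iXist-ChrX_Cast_, were followed. Within this set each line has 1 library per day, so a difference within 1 background has no replicate check here.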

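YY1-binding REs, above all YY1-binding promoters, kept higher Xi allelic ratios in both SmcHD1 KO lines than in their WT parents. Of 345 peaks shared by the 2 backgrounds, 121 were higher and 2 lower in KO over days 5, 7 and 15, at an adjusted p under 0.05 from limma. By the deposited YY1 mark, YY1-binding peaks made up 91 of the higher peaks, of 197 tested, and non-YY1 peaks the other 30, of 148. Dataset EV5 marks fewer peaks as YY1-binding (75 against 203 in iXist-ChrX_Dom_), and limma calls were not counted by that mark. Among YY1-binding promoters, 71 of 136 were higher (73 when adjusted over the list alone), against 11 of 61 non-YY1 promoters (7 when adjusted over the list alone). Distal REs were higher at 20 of 61 YY1-binding peaks and at 19 of 87 non-YY1 peaks (20 and 13 when adjusted over the list alone).
The promoter of Rpl10, which encodes a protein of the large ribosomal subunit, showed the largest difference (chromosome X, 74269766 to 74271372, mm10). Its allelic ratio was 0.0293 in WT and 0.369 in KO-A3, and 0.0492 in WT and 0.387 in KO-D5, a difference of 0.338 (standard error 0.0329, adjusted p = 0.000502 from limma). At the promoter of Hcfc1, a chromatin-associated cofactor of transcription factors (73965671 to 73968116), the ratio was 0.0979 in WT and 0.331 in KO-A3, and 0.106 and 0.334 in the iXist-ChrX_Cast_ pair. This difference was 0.230 (standard error 0.0329, adjusted p = 0.00096 from limma). Differences of 0.259 at the promoter of Taf1, the largest subunit of TFIID, and of 0.272 at Htatsf1, a splicing factor, had the same adjusted p from limma. Fmr1, whose RNA-binding product is lost in fragile X syndrome, differed by 0.250, Idh3g, a subunit of mitochondrial isocitrate dehydrogenase, by 0.26, and Vma21, an assembly factor of the vacuolar ATPase, by 0.256. Apart from Hcfc1, these promoters were 6 of the 10 peaks with the smallest p, and the other 4 were distal YY1-binding REs, nearest to Mid1ip1, Nlgn3, 4933407K13Rik and Wdr45 and between 2102 and 90046 bp from a TSS.
Chromatin and transcription regulators were higher at 26 of 57 shared peaks (28 when adjusted over the list alone), genes of housekeeping and metabolism at 12 of 23 (12), and neuronal and neural progenitor genes at 10 of 23 (11), with none lower in these 3 lists. Of these lists, only the regulators were apart from matched random lists (percentiles 99.6 and 99.3). Housekeeping and metabolism (70.4 and 96.9) and neuronal genes (83.0 and 43.8) were not. The regulator list held 63 peaks of 30 genes in iXist-ChrX_Dom_ and 75 peaks of 42 genes in iXist-ChrX_Cast_. The random lists were matched on day 0 ratio alone, not on gene, promoter or YY1 binding. Whether the percentiles reflect the class of gene was therefore not tested. Both lower peaks were YY1-binding REs in introns of Firre, a long noncoding RNA locus with clustered CTCF sites. The peak from 50607525 to 50608322 differed by -0.108 (adjusted p = 0.0336 from limma) and that from 50580103 to 50580923 by -0.0988 (adjusted p = 0.0467 from limma). In iXist-ChrX_Cast_ the latter was lower in KO on day 15 alone (0.900 in WT and 0.646 in KO-D5, against 0.750 and 0.778 on day 7). Without day 15, limma called 134 shared peaks, all of them higher, and the former peak, no longer called, still differed by -0.0834 in iXist-ChrX_Dom_ and by -0.0625 in iXist-ChrX_Cast_. That fit gave all peaks the same variance (infinite prior degrees of freedom, against 8.78 in the main fit). Its calls followed the size of the difference alone. A further YY1-binding RE of the Firre window (50560787 to 50561602) was higher by 0.116 (adjusted p = 0.0289 from limma). This RE was already higher in KO on day 0, by 0.182 in iXist-ChrX_Dom_ and 0.147 in iXist-ChrX_Cast_, against 0.0762 and 0.156 over the later days.
Across the shared peaks, which are not independent replicates, KO minus WT in iXist-ChrX_Dom_ followed that in iXist-ChrX_Cast_, with a Spearman correlation of 0.567 and a Pearson correlation of 0.573. On single days the Spearman correlation was 0.304 on day 5, 0.412 on day 7 and 0.381 on day 15, against 0.033 on day 0. After subtracting day 0 from the averaged differences it was 0.249.

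**Figure D1:**
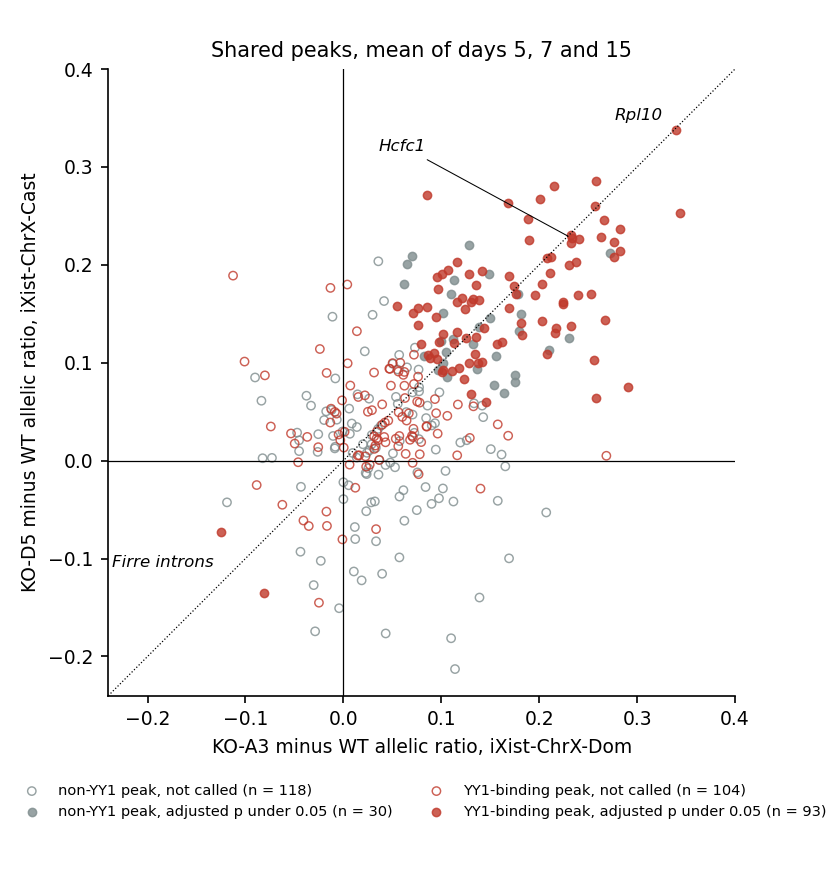
KO minus WT Xi allelic ratio of the 345 shared peaks, averaged over days 5, 7 and 15, in iXist-ChrX_Dom_ (x axis) and iXist-ChrX_Cast_ (y axis). Filled points passed limma at an adjusted p under 0.05, red points are YY1-binding peaks, and the dotted line marks equal differences in both backgrounds.

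Without the background as a block, limma called 33 of these peaks, all of them higher, and no longer called the Firre peaks (adjusted p = 0.588 and 0.332). With only 2 lines per genotype, no 2-sided exact permutation test of the lines can give a p below 0.333. Leaving out any 1 line left 1 line in a genotype, with a median difference over peaks between 0.0558 and 0.0722. Taking day 5, 7 or 15 alone left 0 peaks called by limma, at between 52 and 109 peaks with an unadjusted p under 0.05.
The paper names SmcHD1 as a candidate for mediating the eventual eviction of YY1, and states that its enrichment on Xi comes only once differentiation has run for several days. It sets the greater accessibility of YY1-binding REs on Xi in SmcHD1 KO cells beside this hypothesis.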

SmcHD1 is thought to function by increasing the compaction of Xi (Wang et al, 2018a; Jansz et al, 2018; Gdula et al, 2019), but also promotes the accumulation of H3K9me3 (Ichihara et al, 2022) and CpG island DNA methylation (Blewitt et al, 2008; Gendrel et al, 2012). The latter pathway may be of particular relevance as YY1 binding is blocked by CpG methylation (Kim et al, 2003; Makhlouf et al, 2014; Fang et al, 2019b).

**Figure EV4:**
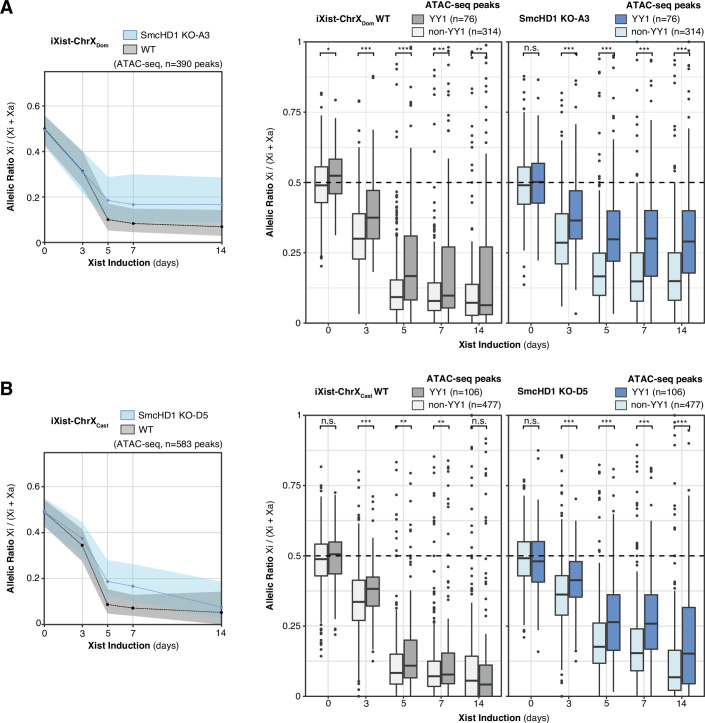
Allele-specific ATAC-seq of SmcHD1 KO cell lines upon Xist induction with NPC differentiation. (**A**) Left: Ribbon plot comparing Xi accessibility of ATAC-seq peaks in SmcHD1 KO cell line A3 to wild-type (WT) iXist-ChrX_Dom_. Greater residual Xi accessibility in SmcHD1 KO is evident at later timepoints of Xist induction with NPC differentiation, after the time window of SmcHD1 recruitment to Xi in iXist-ChrX cells (between days 3 and 5). Right: Boxplots comparing allelic ratios of YY1 binding versus non-YY1 REs over the ATAC-seq time courses in iXist-ChrX_Dom_ WT and SmcHD1 KO-A3. Boxes span first to third quartiles with a central line indicating the median. Whiskers extend to 1.5 * the interquartile range and outliers outside this range are plotted as separate points. Significance calculated by Wilcoxon rank-sum test. *, ** and *** indicate *P* values below, 0.01, 0.001 and 0.0001, respectively. The numbers of YY1-binding and non-YY1 ATAC-seq peaks (REs) which are amenable to allelic analysis are displayed above the plot. (**B**) As (**A**) but for SmcHD1 KO cell line D5 derived from the reciprocal iXist-ChrX_Cast_ line.

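Xi accessibility parted between SmcHD1 KO and WT mostly after day 3, and less at REs of fast-silencing genes than at those of intermediate- and slow-silencing genes. In iXist-ChrX_Dom_, the median allelic ratio of 390 peaks was 0.500 in WT and 0.495 in KO-A3 on day 0, and 0.313 and 0.311 on day 3. It was then 0.100 in WT and 0.185 in KO-A3 on day 5, 0.0833 and 0.167 on day 7, and 0.0691 and 0.167 on day 15. In iXist-ChrX_Cast_, the median of 583 peaks was 0.491 in both lines on day 0, and 0.345 in WT and 0.375 in KO-D5 on day 3. WT and KO-D5 had 0.087 and 0.188 on day 5, 0.0714 and 0.167 on day 7, and 0.0526 and 0.0755 on day 15. The daily medians of KO minus WT, averaged over days 5, 7 and 15, came to 0.0683 in iXist-ChrX_Dom_ (95% bootstrap interval 0.0574 to 0.0783) and 0.0563 in iXist-ChrX_Cast_ (0.0504 to 0.0634). These intervals cover the spread between peaks only.
REs of slow-silencing genes had a median KO minus WT of 0.0952 at 111 peaks in iXist-ChrX_Dom_ and of 0.108 at 153 peaks in iXist-ChrX_Cast_, both at percentile 100 of the matched random lists. Their non-YY1 peaks alone were not apart from random lists (percentiles 59.8 and 41.5). Intermediate-silencing genes had 0.0887 (percentile 98.7) and 0.0696 (percentile 94.4). At fast-silencing genes the median was 0.0431 (percentile 0.71) and 0.0291 (percentile 0.095), below most random lists in both backgrounds. Their YY1-binding peaks alone were not apart from random lists (percentiles 9.79 and 5.28), and their non-YY1 peaks were (percentiles 1.6 and 0.98). On day 15 in iXist-ChrX_Cast_ the median ratio at fast-silencing genes was 0.05 in WT and 0.0351 in KO-D5. Genes listed as SmcHD1-dependent in Dataset EV6 had medians of 0.139 and 0.104, partially dependent genes 0.0988 and 0.0803, and genes listed as not dependent 0.0570 and 0.0367. On day 15 in iXist-ChrX_Cast_ the median ratio at genes not dependent was 0.0556 in WT and 0.0431 in KO-D5. Among shared peaks, limma called 46 of 85 peaks of slow-silencing genes higher in KO (48 when adjusted over the list alone), 23 of 37 of intermediate (25) and 9 of 51 of fast-silencing genes (7), where 1 peak in Firre was lower (0 over the list alone). It called 18 of 32 peaks of SmcHD1-dependent genes higher (20 when adjusted over the list alone), 42 of 85 of partially dependent genes (43) and 21 of 83 of genes not dependent (18), where 1 was lower (1).
A KO ratio above WT on all 3 later days, of any size, was seen at 180 peaks in iXist-ChrX_Dom_ and the opposite at 11. In iXist-ChrX_Cast_ these numbers were 234 and 15. Fitted to single days, limma called 0 shared peaks on any day, so its calls do not tell the days apart. Shared peaks with an unadjusted p under 0.05 numbered 16 on day 0, 28 on day 3, 109 on day 5, 105 on day 7 and 52 on day 15.

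**Figure D2:**
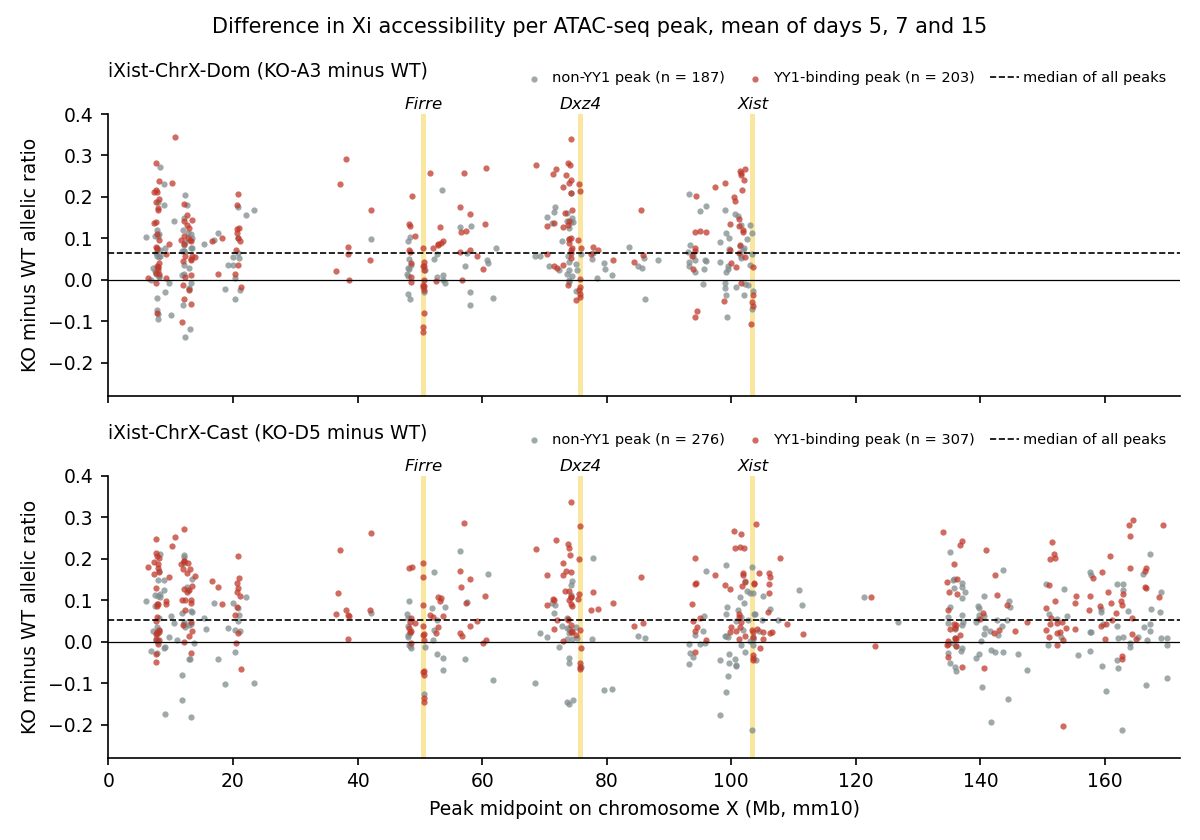
KO minus WT Xi allelic ratio of each ATAC-seq peak against its position on chromosome X (Mb, mm10), averaged over days 5, 7 and 15, for 390 peaks in iXist-ChrX_Dom_ (top) and 583 in iXist-ChrX_Cast_ (bottom). Red points are YY1-binding peaks, yellow bands mark Firre, Dxz4 and Xist, and most points outside these bands lie above 0.

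**Figure D3:**
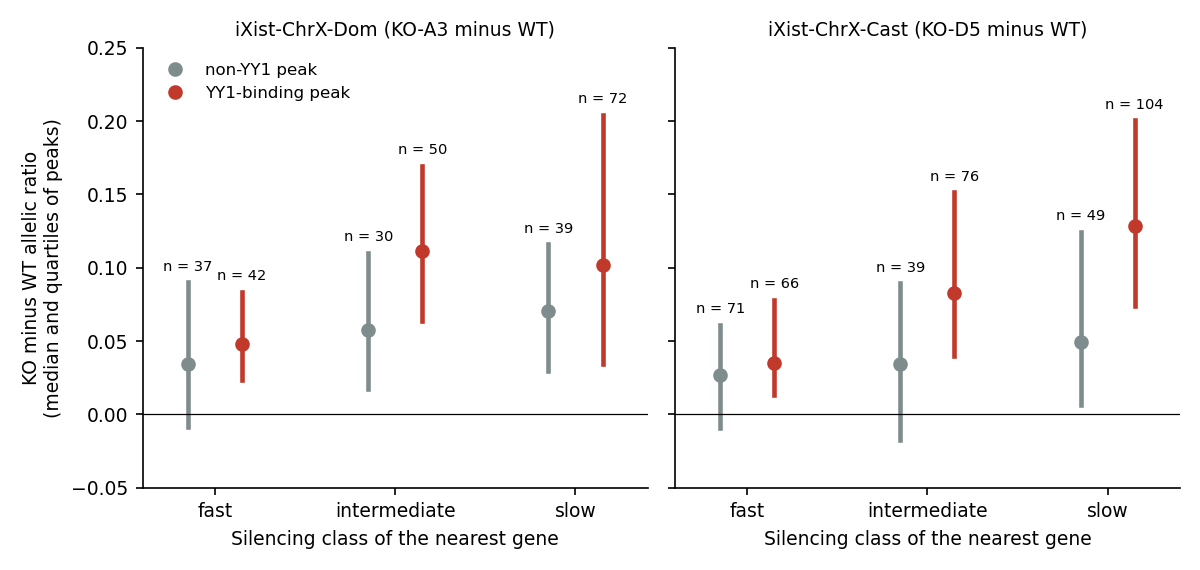
Median (point) and quartiles (bar) over peaks of KO minus WT Xi allelic ratio, averaged over days 5, 7 and 15, by the silencing class of the nearest gene, for YY1-binding (red) and non-YY1 peaks (grey). At slow-silencing genes the median of YY1-binding peaks was 0.102 in iXist-ChrX_Dom_ and 0.129 in iXist-ChrX_Cast_, and that of non-YY1 peaks 0.0706 and 0.0496.

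In iXist-ChrX_Cast_, the median KO minus WT was 0.0816 on day 5, 0.0833 on day 7 and 0.00391 on day 15. On day 15, 171 of its peaks had a ratio of exactly 0 in WT and 99 in KO-D5. TSSE scores of this background were 16.7 in WT and 27.4 in KO-D5 on day 15, and 26.1 and 23.8 on day 7. Whether library quality bears on the day 15 values was not tested.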

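In SmcHD1 KO-A3, YY1-binding REs stayed more accessible on Xi than non-YY1 REs from day 5 on, whereas the WT medians of these groups, over all peaks, lay closer together. The median allelic ratio of 203 YY1-binding and 187 non-YY1 peaks in KO-A3 was 0.224 and 0.136 on day 5, 0.194 and 0.143 on day 7, and 0.195 and 0.139 on day 15. In WT these medians were 0.111 and 0.0938 on day 5, 0.075 and 0.0930 on day 7, and 0.0588 and 0.0833 on day 15. On day 3, before the KO line parted from WT, YY1-binding peaks already had the higher median in both lines, 0.343 against 0.286 in WT and 0.333 against 0.273 in KO-A3.
The promoter of Zbtb33, which encodes the methyl-CpG-binding transcription factor Kaiso, had a mean ratio of 0.0152 in WT and 0.306 in KO-A3, a difference of 0.291 ± 0.101 (SD over days 5, 7 and 15; 38189425 to 38190537, 5' UTR). Its day 0 ratios were 0.818 and 0.333. In iXist-ChrX_Cast_ the same peak differed less, with 0.0303 in WT and 0.106 in KO-D5. Ercc6l, a DNA helicase of mitotic chromosomes, differed by 0.267 ± 0.0524 between the lines, the non-YY1 promoter of Ftsj1, a tRNA methyltransferase, by 0.273 ± 0.109, and Ogt, the O-GlcNAc transferase (101639278 to 101641305), by 0.217 ± 0.0722. The promoter of the Polycomb-associated corepressor Bcor (12078273 to 12082042) differed by 0.142, and that of the histone demethylase Kdm6a by 0.102. Among promoters of escapees, the difference was 0.0948 at Ddx3x, an RNA helicase, and -0.0886 at Eif2s3x, a translation initiation factor subunit, whose ratio was 0.369 in WT and 0.281 in KO-A3. Pdk3, a pyruvate dehydrogenase kinase, was near 0 in both lines, at 0.0234 in WT and 0.0484 in KO-A3. The lowest differences among peaks lower in KO on all 3 days lay, apart from Firre, near Glod5 (-0.0947 and -0.0825) and at Srpx (-0.0837, and -0.0255 without day 15), all non-YY1 peaks.
As a mean of daily medians, YY1-binding minus non-YY1 peaks was 0.0649 in KO-A3 (percentile 100 of matched random lists) and -0.00839 in WT (percentile 21.6). KO minus WT had a median of 0.0879 at YY1-binding peaks (95% bootstrap interval 0.0746 to 0.102), which exceeded that of non-YY1 peaks by 0.0441 (percentile 100). A KO ratio at least 0.1 above WT on each of these days was found at 48 YY1-binding and 13 non-YY1 peaks, and the opposite at 0 peaks. After subtracting day 0, some peaks met this rule in the opposite direction. On day 0 alone, 72 peaks were higher and 72 lower by 0.1. Among distal peaks only, the excess at YY1-binding peaks was -0.00123 (percentile 46.8). With each peak averaged first, YY1-binding distal peaks had a median KO minus WT of 0.0475, below most random lists (percentile 2.38). Non-YY1 distal peaks had 0.0572 (percentile 9.26). The WT difference between the groups was 0.0271 with YY1 binding taken from Dataset EV5 (percentile 98.7), 0.0486 with means in place of medians (percentile 99.9), 0.0506 among distal peaks (percentile 99.9), and 0.00035 when each peak was averaged over the days before the median.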

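The reciprocal line SmcHD1 KO-D5 likewise had higher Xi accessibility at YY1-binding than at non-YY1 REs on days 5, 7 and 15. Medians of 307 YY1-binding and 276 non-YY1 peaks in KO-D5 were 0.222 and 0.158 on day 5, 0.208 and 0.143 on day 7, and 0.0909 and 0.0635 on day 15. The WT medians were 0.0909 and 0.0816 on day 5, 0.0707 and 0.0748 on day 7, and 0.0417 and 0.0871 on day 15. Day 3 medians were 0.365 and 0.321 in WT, and 0.389 and 0.353 in KO-D5.
Beyond Xist, where the iXist-ChrX_Dom_ line is not informative, several YY1-binding promoters were among the 10 peaks with the largest difference. Piga, which encodes an enzyme of GPI anchor synthesis (164419179 to 164420239), had a mean ratio of 0.0772 in WT and 0.372 in KO-D5, a difference of 0.295 ± 0.0134 (SD over days 5, 7 and 15). The ubiquitin ligase gene Rlim, an activator of Xist (103980065 to 103982855), had 0.101 and 0.384. Hccs, the holocytochrome c synthase, differed by 0.282 ± 0.0180, Ap1s2, a clathrin adaptor subunit, by 0.282 ± 0.0716, and Cstf2, a cleavage stimulation factor subunit, by 0.264 ± 0.0714. Igbp1, a regulator of protein phosphatase 2A, lies proximal to Xist and differed by 0.268 ± 0.105. A YY1-binding RE in an intron of Bcor, 19722 bp from the nearest TSS, differed by 0.271. In iXist-ChrX_Dom_ it differed less, with 0.235 in WT and 0.320 in KO-A3. The difference was 0.117 at the promoter of Slc25a5, the mitochondrial ADP/ATP carrier, and -0.00826 ± 0.106 at that of Kdm5c, a histone demethylase and escapee, whose ratio was 0.382 in WT and 0.374 in KO-D5 (0.0210 without day 15). Ogt differed by 0.135 ± 0.129 and Pdk3 by 0.0499 ± 0.0797 in this background, and without day 15 by 0.0924 and 0.0953. Among peaks lower in KO-D5 on all 3 days, the lowest included non-YY1 peaks near Rbbp7 (-0.214 ± 0.249), Ctag2l1 (-0.140 ± 0.171) and Trpc5os (-0.137 ± 0.139) and at the promoter of Cdx4 (-0.213 ± 0.255). These values rest largely on day 15, without which they were -0.0709, -0.0431, -0.0632 and -0.0693.
As a mean of daily medians, the difference between YY1-binding and non-YY1 peaks came to 0.0522 in KO-D5 (percentile 100 of matched random lists, and 0.0343 when each peak was averaged first) and -0.0134 in WT (percentile 0.39). The median KO minus WT of YY1-binding peaks was 0.0817 (95% bootstrap interval 0.0716 to 0.0926), higher by 0.0405 than that of non-YY1 peaks (percentile 100). At 58 YY1-binding and 8 non-YY1 peaks KO-D5 exceeded WT by at least 0.1 on each of the 3 days, with 0 peaks in the opposite direction. Without day 15 more peaks met this rule, and after subtracting day 0 some peaks met it in the opposite direction. On day 0, 88 peaks were higher and 90 lower by 0.1. The WT difference turned to 0.0196 with YY1 binding from Dataset EV5 (percentile 98.8), to 0.000569 among promoters and to 0.0026 without day 15. Day 15 alone gave a median KO minus WT of 0.0345 at YY1-binding peaks, against 0.114 on day 7.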

Finally, although highly efficient silencing mediated by inducible Xist means that our iXist-ChrX cellular model is ill-suited to the study of escapees, YY1 binding has been reported to be associated with genes that escape XCI in humans (Chen et al, 2016). We note the overlap between slow-silencing genes in stem cell models and facultative escapees in other mouse and human tissues (Berletch et al, 2015; Tukiainen et al, 2017), and thus suggest YY1 as an interesting candidate for further study in contexts where genes escaping XCI have translational implications for sex-biased human diseases (Dunford et al, 2017; Souyris et al, 2018).

## Methods

### Mouse embryonic stem cell (mESC) culture

Female (XX) iXist-ChrX mESC lines containing doxycycline-inducible Xist (iXist-ChrX) have been described previously (Nesterova et al, 2019) and were originally derived from the parental F1 2-1 hybrid line (129/Sv-Cast/Ei, a gift from J Gribnau).

mESCs were maintained in Dulbecco’s Modified Eagle Medium (DMEM; Life Technologies) with 10% foetal calf serum (FCS; ThermoFisher), 2 mM l-glutamine, 0.1 mM non-essential amino acids, 50 μM β-mercaptoethanol, 100 U/mL penicillin/100 μg/mL streptomycin (all from Life Technologies) and 1000 U/mL LIF (made in-house). Cells were grown on gelatin-coated plates under standard cell culture conditions (37 °C, 5% CO_2_, humid) on a “feeder” layer of SNLP mouse fibroblasts mitotically inactivated by Mitomycin-C (Sigma Aldrich). mESCs were routinely passaged at ~80% confluency every 2–3 days using TrypLE Express (ThermoFisher) and tested for mycoplasma contamination. Before experiments, feeder cells were removed by pre-plating to gelatinised cell culture dishes for 30–40 min, with slower-attaching mESCs taken from suspension and plated to new gelatinised dishes.

Xist expression from the TetOn promoter was induced by the addition of 1 µg/ml doxycycline (Sigma, D9891). dTAG-13 (Tocris, #6605) was applied to FKBP12^F36V^-fusion cell lines at 100 nM to induce protein degradation.

### mESC to neural progenitor cell (NPC) differentiation

ES to NPC differentiation was performed according to standard protocols with small modifications as previously described (Conti et al, 2005; Splinter et al, 2011; Bowness et al, 2022). First, mESCs were extensively isolated from feeder cells by four rounds of pre-plating, each for 35–40 min. 0.5 × 10^6^ mESCs were plated to gelatin-coated T25 flasks in N2B27 media (50:50 DMEM/F-12:Neurobasal (Gibco) supplemented with 1× N2 and 1× B27 (ThermoFisher), 1 mM l-glutamine, 100 μM β-mercaptoethanol, 50 U/mL penicillin/50 μg/mL streptomycin (all from Life Technologies) with 1 μg/ml doxycycline for continuous Xist induction. Media changes were performed every day except day 1. After 7 days, cells were detached with Accutase (Merck Life Sciences) and 3 × 10^6^ cells were plated to grow in suspension in 90 mm bacterial petri dishes containing N2B27 media supplemented with 1 μg/ml doxycycline and 10 ng/ml EGF and FGF (Peprotech). Embryoid-body-like aggregates were collected by mild centrifugation (100× *g* for 2 min) on day 10 and re-plated to 90 mm gelatinised cell culture dishes in N2B27 + dox + FGF/EGF media, with media changes performed every other day. Upon reaching ~80% confluency, NPC outgrowths were passaged using Accutase at a 1:3–1:4 ratio to new cell culture dishes until the establishment of a homogenous cellular population of NPCs from approximately day 15–17.

### Derivation of YY1-FKBP12^F36V^-3xT7 cell lines

YY1-FKBP12^F36V^-3xT7 cell lines were engineered from iXist-ChrX cell lines by CRISPR/Cas9-mediated homologous recombination. Single guide RNAs for introducing double-strand breaks at the C-terminal region of *Yy1* were designed using the CRISPOR online tool (Concordet and Haeussler, 2018) and cloned into the pX459 plasmid background (Addgene #62988) using the Zhang lab digestion-ligation protocol (Broad Institute). The homology vector was cloned by Gibson assembly (Gibson Assembly Master Mix kit, NEB) using primers given in Dataset EV3 into a restriction-enzyme digested pCAG backbone plasmid. Homology sequences of 600–900 bp flanking the cut site of C-terminal *Yy1* were amplified by PCR from iXist-ChrX genomic DNA using FastStart High Fidelity enzyme (Sigma Aldrich). DNA sequence encoding the C-terminal 3xT7-2xStrepII-FKBP12^F36V^ tag was amplified from a plasmid gifted by R. Klose lab (Dimitrova et al, 2022).

Twenty-four hours prior to transfection, 1–1.5 × 10^6^ mESCs were plated to wells of a six-well plate, and Pen/Strep was removed from the growth media ~2 h prior to transfection. Cells were then co-transfected with the two plasmids at a molar ratio of 6:1 (2.5 μg of homology vector, ~0.7 μg of sgRNA vector) using Lipofectamine2000 (ThermoFisher). The next day, each well was split to 10 mm plates at low density and cells were treated with puromycin selection (3 μg/mL for iXist-ChrX_Dom_, 5 μg/mL for iXist-ChrX_Cast_) from 48 to 96 h post-transfection. Following wash out of puromycin, cells were grown under mESC culture conditions for 8–10 days until clonal colonies could be isolated to wells of 96-well plates and positive clones selected and expanded. Multiple clones for YY1-FKBP12^F36V^-3xT7 cell lines in both parental iXist-ChrX backgrounds were screened and validated by PCR and western blot (see below). Clones aF1 (iXist-ChrX_Dom_) and cC3 (iXist-ChrX_Cast_) were chosen for further experiments. The YY1-FKBP12^F36V^-3xT7 homology plasmid and mESC lines derived in this study are available upon request.

### Western blotting

To make total protein extract, a pellet of ~1 × 10^7^ cells was resuspended in 100 μl 1× RIPA buffer (Cell Signaling, #9806) with 1× PIC (cOmplete EDTA-free, Merck), 0.5 μL/ml Benzonase (Merck, E8263-5KU) and 5 mM PMSF and placed in a shaker for 30 min at room temperature. Extracts were then snap-frozen and stored at −80 °C. Prior to performing western blots, samples were quantified by Bradford’s assay (Bio-Rad). For each sample, 20 μg protein resuspended in SMASH buffer (50 mM Tris-HCl pH 6.8, 10% glycerol, 2% SDS, 0.02% Bromophenol Blue, 1% β-mercaptoethanol) was loaded onto home-made polyacrylamide gels for electrophoresis (90 V 30 min, 180 V 60 min) and transferred to PVDF membranes using the Trans-blot Turbo (Bio/Rad) “Mixed Mw” setting. Membranes were blocked for 1 h at room temperature in blocking buffer of 5% milk powder (Marvel) dissolved in TBST (100 mM Tris pH 7.5, 0.9% NaCl, 0.1% Tween). Blots were incubated with primary anti-YY1 antibody (Santa Cruz, sc-7431) or loading control anti-TBP antibody (Abcam, #51841) overnight at 4 °C, washed four times with blocking buffer, then incubated on rollers at room temperature for 1 h with an anti-mouse secondary antibody conjugated to horseradish peroxidase (VWR, NXA931). After four further washes for 10 min each (2× blocking buffer, 1× TBST, 1× PBS), membranes were developed using Clarity Western ECL substrate (Bio-Rad).

### Xist RNA-FISH

iXist-ChrX YY1-FKBP12^F36V^-3xT7 cells for each condition were grown on gelatin-coated 22-mm coverslips in wells of six-well plates and fixed at 60–70% confluency. Xist expression was induced either 2 or 6 days prior to fixation, with dTAG-13 added to degrade YY1 52 h prior to fixation. At collection, cells on coverslips were washed once with PBS, fixed in the six-well plate with 3% formaldehyde (pH 7) for 10 min, then washed once with PBS, twice with PBST.5 (0.05% Tween-20 in PBS), and transferred into a new six-well dish for permeabilization in 0.2% Triton X-100 in PBS for 10 min at RT. After three further PBST.5 washes, cells on coverslips were subjected to ethanol dehydration by an initial incubation with 70% EtOH (for 30 min at RT), then progressive exchanges to 80%, 90% and finally 100% EtOH. Xist FISH probe was prepared from an 18 kb cloned cDNA (pBS_Xist) spanning the whole Xist transcript using a Nick translation kit (Enzo Biosciences). The FISH hybridisation mix consisted of: 3 μL Texas Red-labelled Xist probe (~50 ng DNA), 1 μL 10 mg/mL Salmon Sperm DNA, 0.4 μL 3 M NaOAc and 3 volumes of 100% EtOH per sample. This was precipitated by centrifugation (20,000× *g* for 20 min at 4 °C), washed with 70% EtOH, air-dried, then resuspended in 6 μL deionised formamide (Merck Life Science) per hybridisation and incubated in a shaker (1400 rpm) at 42 °C for at least 30 min. 2× hybridisation buffer (4× SSC, 20% dextran sulphate, 2 mg/mL BSA (NEB), 1/10 volume nuclease-free water and 1/10 volume vanadyl-ribonucleoside complex (VRC; pre-warmed at 65 °C for 5 min before use)) was denatured at 75 °C for 5 min, placed back on ice to cool, then mixed with hybridisation mix. Each coverslip was hybridised with 30 μL probe/hybridisation mix in a humid box at 37 °C overnight. The next day, coverslips were washed three times for 5 min at 42 °C with pre-warmed 50% formamide/2× saline-sodium citrate buffer (1/10 20× SSC in PBST.5), then subjected to further washes (3× 2× SSC, 1× PBST.5, 1× PBS, each for 5 min using a 42 °C hot plate) before being mounted with VECTASHIELD plus DAPI (Vector Labs) onto Superfrost Plus microscopy slides (VWR). Slides were dried and sealed using clear nail polish for imaging.

Blinded RNA-FISH imaging was not performed, but multiple individuals inspected and collected images of the experimental slides. 5–10 images per sample were acquired with AxioVision software on an inverted fluorescence Axio Observer Z.1 microscope (Zeiss) using a PlanApo ×63/1.4 NA oil-immersion objective. For each field of view, a variable number of Z-stacks were selected for imaging (10–25), intended to ensure that the Xist RNA territories of every cell were in focus in at least one Z-plane. Maximum-Intensity Z-projections were generated for all images using a custom bulk processing Fiji macro “Zproject.ijm”. Scale bars were also calculated in Fiji (Schindelin et al, 2012). This macro is available with all raw images at BioImage Archive S-BIAD1091.

### Assay for transpose-accessible chromatin with sequencing (ATAC-seq)

Chromatin accessibility was assayed by ATAC-seq immediately upon collection using a protocol adapted from “Omni-ATAC” (Corces et al, 2017). Briefly, 1–5 × 10^6^ cells were harvested as pellets, washed with PBS, and nuclei were isolated by incubation for 1 min at room temperature in 600 μl HS Lysis buffer (50 mM KCl, 10 mM MgSO_4_.7H_2_O, 5 mM HEPES, 0.05% NP40 (IGEPAL CA630), 1 mM PMSF, 3 mM DTT). Nuclei were then centrifuged at 1200× *g* for 5 min at 4 °C, followed by three washes with cold RSB buffer (10 mM NaCl, 10 mM Tris pH 7.4, 3 mM MgCl_2_). After counting, 5 × 10^5^ nuclei were centrifuged (1500× *g* for 5 min at 4 °C) and resuspended in 50 μl H_2_O. In total, 5 × 10^4^ nuclei (5 μl) were taken for each transposition assay, performed in technical duplicate for each sample in a 50 μl transposition mix of: 1× Tn5 reaction buffer (10 mM TAPS, 5 mM MgCl_2_, 10% dimethylformamide), 0.1% Tween-20 (Sigma), 0.01% Digitonin (Promega), 2.5 μl Tagment DNA TDE1 enzyme (Illumina), 16.5 μl PBS and 5 μl H_2_O. As controls for transposition and mapping bias, tn5-digested “input” controls were made by performing tagmentation for 50 ng iXist-ChrX genomic DNA by a basic 50 μl transposition mix of 1X TDE buffer and 2.5 μl TDE1 Enzyme (Illumina) in H_2_O. Both sample and input mixes were incubated at 37 °C for 35 min in a thermomixer at 1000 rpm, then cleaned-up with ChIP DNA Clean and Concentrator kit (Zymo) and eluted in 14 μl elution buffer for storage at −20 °C. ATAC-seq libraries were prepared by ~8 cycles of PCR using NEBNext High Fidelity 2× PCR Master Mix (NEB) and primers containing Illumina barcodes (Buenrostro et al, 2013). Libraries were purified and size-selected using Agencourt AMPure XP bead clean-up (Beckman Coulter) to ensure a size distribution containing mono-, di- and tri-nucleosomal fragments between 150 and 800 bp.

### Chromatin immunoprecipitation of YY1 with sequencing (YY1 ChIP-seq)

For ChIP of YY1, 2–3 × 10^7^ cells were collected and immediately processed for fixation using reagents provided in the truChIP Chromatin Shearing Kit with Formaldehyde (Covaris). After one wash with PBS, cells were resuspended with Fixing Buffer A and fixed with fresh 1% formaldehyde for exactly 10 min on a rotator at room temperature. After quenching and two washes with cold PBS, pellets of 1 × 10^7^ were processed immediately or snap-frozen and stored at −80 °C. Nuclear and Chromatin extraction for sonication was performed according to the recommended protocol for “High Cell” numbers (1 × 10^7^ cells) in the Covaris truChIP Chromatin Shearing Kit manual (PN 010179). Chromatin was then sheared using a Covaris S220 Focused-ultrasonicator in AFA milliTUBEs with 1 ml of cells in Shearing Buffer D3. Typically, 20 min of sonication was required to achieve chromatin fragments of the desired target size (200–700 bp), and it was necessary to check chromatin shearing efficiency for each sample individually by agarose gel electrophoresis before proceeding with immunoprecipitation. After achieving satisfactory shearing, sonicated chromatin was adjusted to a final concentration of 150 mM NaCl and 1% Triton and pre-cleared by centrifugation at 10,000× *g* for 5 min at 4 °C.

Protein-A magnetic Dynabeads (40 μl per sample) were blocked in Chromatin IP buffer (Shearing Buffer D3 diluted with 2× Covaris truChIP IP Buffer and supplemented with 1× Protease Inhibitor Cocktail) with 1 mg/ml BSA and 1 mg/ml yeast tRNA for 1 h rotating at 4 °C. After two washes with IP buffer, blocked beads were added to chromatin extract for rotation for 1 h at 4 °C and then placed on a magnet. Supernatant chromatin was taken to a new Protein LoBind Eppendorf tube (total volume 1100 μl) and beads were discarded. At this step, 100 μl was taken to a new tube as a 10% input sample. Antibody was added to the remaining 1 ml extract (5 μl anti-T7 (Cell Signaling D9E1X) or 5 μl anti-YY1 (Cell Signaling D5D9Z)) and incubated on a rotator at 4 °C overnight. The following day, blocked Protein-A magnetic Dynabeads were added to each tube of chromatin and rotated for 1 h at 4 °C to allow for binding of Ab-conjugated chromatin fragments to beads. Beads were washed in buffers of increasing salt as follows: 2× Low Salt (0.1% SDS, 1% Triton X-100, 2 mM EDTA, 20 mM Tris-HCl pH 8.1, 150 mM NaCl), 2× High Salt (0.1% SDS, 1% Triton X-100, 2 mM EDTA, 20 mM Tris-HCl pH 8.1, 500 mM NaCl), 2× LiCl (0.25 M LiCl, 1% NP40, 1% Deoxycholate, 1 mM EDTA, 10 mM Tris-HCl pH 8.1), 2× TE buffer. Each wash was performed by rotating the beads for 3 min at 4 °C before placing samples back on a magnetic rack and discarding the supernatant. After washes, chromatin fragments were extracted by two rounds of elution from beads (each of 15 min at room temperature) in a total of 120 μl fresh elution buffer (1% SDS, 0.1 M NaHCO_3_). Reverse cross-linking of both eluted ChIP samples and inputs was performed by the addition of 1.2 μl 5 M NaCl and shaking incubation (1100 rpm) at 65 °C for 4 h, followed by treatment with RNaseA (1.2 μl of 1 mg/ml then shaking at 42 °C for 1 h) and ProteinaseK (1.2 μl of 20 mg/ml then shaking at 45 °C for 1 h). ChIP DNA was purified with the Zymo ChIP DNA Clean & Concentrator kit (Zymo Research). ChIP enrichment was confirmed by qPCR using primers described in Dataset EV3. Roughly 1 ng of ChIP DNA was taken for Illumina sequencing library preparation using the NEBNext Ultra II DNA Library Prep Kit with NEBNext Single indices (E7645) with 12 cycles of PCR amplification.

### ChIP-seq comparison of OCT4 and YY1

For the comparison between Xi binding of YY1 with OCT4, ChIP-seq was performed for both proteins from the same sample chromatin extracts, processed as follows:

In total, 5 × 10^7^ mESCs were collected from confluent 150-mm dishes, washed once with PBS and pelleted by centrifugation at 400× *g* for 4 min. Cell pellets were resuspended for double-cross-linking in 10 ml 2 mM disuccinimidyl glutarate (DSG) followed by the addition of 1% formaldehyde and a further 12 min of incubation with mild rotation (at room temperature). Cross-linking was quenched by the addition of glycine to a final concentration of 135 μM and pellets were centrifuged (400× *g* for 4 min at 4 °C) and washed once with cold PBS. Nuclei and chromatin extraction was then performed by sequential rounds of pellet resuspension, rotation at 4 °C for 10 min, and centrifugation (400× *g* for 4 min at 4 °C) with LB1, LB2 and LB3 buffers: LB1 - 50 mM HEPES pH 7.9. 140 mM NaCl, 1 mM EDTA, 10% glycerol, 0.05% NP40 (IGEPAL CA630), 0.25% Triton X-100; LB2 - 10 mM Tris-HCl pH 8, 200 mM NaCl, 1 mM EDTA, 0.5 mM EGTA; LB3 - 10 mM Tris-HCl (pH 8.0), 200 mM NaCl, 1 mM EDTA, 0.5 mM EGTA, with freshly-added 0.1% sodium deoxycholate (Sigma) and 0.5% N-lauroylsarcosine (Sigma) (all buffers with freshly-added PIC). Crosslinked chromatin resuspended in 1 ml LB3 was then sonicated using a BioRuptor Pico (Diagenode) for 30 cycles of 30 s on/off. In total, 110 μl LB3 + 10% Triton X-100 (pre-warmed to 50 °C to help Triton dissolve) was added to 1 ml sonicated chromatin and mixed well by inversion. Max centrifugation (16,000× *g* for 10 min at 4 °C) cleared debris to leave a chromatin supernatant. To verify successful sonication, an extract of chromatin (~50 μl) was taken for reverse cross-linking (200 mM NaCl solution in 65 °C shaker at 1000 rpm overnight) followed by RNase treatment (1 h 37 °C), ProteinaseK treatment (1 h 43 °C), and DNA extraction by DNA Clean and Concentrator kit5 (Zymo). DNA fragments were quantified by NanoDrop and verified to be of appropriate length (200–800 bp) by agarose gel electrophoresis.

For immunoprecipitation, ~150 μg of chromatin per IP (~100 μl of 1 ml) was diluted to 1.1 ml in ChIP-dilution buffer (1% Triton X-100, 1 mM EDTA, 20 mM Tris-HCl pH 8, 150 mM NaCl). Protein-A agarose beads (ThermoFisher) pre-blocked for 1 h with 0.2 mg/ml BSA and 50 μg/ml yeast tRNA were added to diluted chromatin (40 μl per 1 ml) and incubated for 30–60 min with rotation at 4 °C. Beads were pelleted by centrifugation (1000× *g* for 4 min at 4 °C) and pre-cleared supernatant chromatin was taken to new tubes for immunoprecipitation. Chromatin samples were then incubated overnight with 2.5 μg anti-OCT4A antibody (C3OA3C1 rabbit mAb, Cell Signaling) or anti-YY1 antibody (Cell Signaling D5D9Z) rotating at 4 °C, before blocked Protein-A agarose beads were again added and samples were places on a rotator for 1 h at 4 °C to bind antibody-bound chromatin fragments to beads. Agarose beads were then washed with low salt buffer (0.1% SDS, 1% Triton X-100, 2 mM EDTA, 20 mM Tris-HCl pH 8, 150 mM NaCl), high salt buffer (0.1% SDS, 1% Triton X-100, 2 mM EDTA, 20 mM Tris-HCl pH 8, 500 mM NaCl), LiCl buffer (0.25 M LiCl, 1% NP40, 1% sodium deoxycholate, 1 mM EDTA, 10 mM Tris-HCl pH 8) and two washes with TE buffer (10 mM Tris-HCl pH 8, 1 mM EDTA), with each ChIP wash consisting of rotation of beads for 3 min at 4 °C followed by centrifugation of beads at 1000× *g* for 2 min at 4 °C. After the washes, chromatin was eluted from beads for 30 min by rotation at room temperature in 150 μl fresh elution buffer (1% SDS, 0.1 M NaHCO3), followed by reverse cross-linking (as above) and DNA purification with ChIP DNA Clean and Concentrator kit (Zymo). Sequencing libraries were prepared from 1 to 5 ng ChIP DNA using the NEBNext Ultra II DNA Library Prep kit with NEBNext Single indices (E7645) and 14 final cycles of PCR amplification with the 65 °C elongation step reduced to 30 s. Final libraries were size-selected with AMPure XP beads to ensure a more optimal fragment size distribution for Illumina next-generation sequencing.

### Chromatin RNA-seq

In total, 2 × 10^7^ mESCs were collected from confluent 90-mm dishes, washed once with PBS, then snap-frozen and stored at −80 °C. Chromatin extraction was performed as follows: Cell pellets were lysed on ice for 5 min in RLB (10 mM Tris pH 7.5, 10 mM KCl, 1.5 mM MgCl_2_, and 0.1% NP40). Nuclei were then purified by centrifugation through 24% sucrose/RLB (2800 g for 10 min at 4 °C), resuspended in NUN1 (20 mM Tris pH 7.5, 75 mM NaCl, 0.5 mM EDTA, 50% glycerol, 0.1 mM DTT), and then lysed by gradual addition of an equal volume NUN2 (20 mM HEPES pH 7.9, 300 mM NaCl, 7.5 mM MgCl_2_, 0.2 mM EDTA, 1 M Urea, 0.1 mM DTT). After 15 min incubation on ice with occasional vortexing, the chromatin fraction was isolated as the insoluble pellet after centrifugation (2800× *g* for 10 min at 4 °C). Chromatin pellets were resuspended in 1 mL TRIzol (Invitrogen) and fully homogenised and solubilised by eventually being passed through a 23-gauge needle ten times. This was followed by isolation of chromatin-associated RNA by TRIzol/chloroform extraction with isopropanol precipitation. Precipitated RNA pellets were washed twice with 70% ethanol and air-dried. Final ChrRNA samples were then resuspended in H_2_O, treated with TurboDNAse and measured by Nanodrop (both ThermoFisher). In all, 500 ng–1 µg of RNA was used for library preparation using the Illumina TruSeq stranded total RNA kit (RS-122-2301).

### Next-generation sequencing (NGS)

NGS libraries of ChrRNA-seq, ATAC-seq, and ChIP-seq samples were loaded on a Bioanalyzer 2100 (Agilent) with High Sensitivity DNA chips to verify fragment size distribution between ~200 and 800 bp. If necessary, additional rounds of clean-up and/or size selection were performed using Agencourt AMPure XP beads (Beckman Coulter) to remove residual adaptors or large (>1000 bp) fragments. Sample libraries were quantified using a Qubit fluorometer (Invitrogen) and pooled together. After pooling, final libraries were quantified by qPCR comparison to previously sequenced NGS libraries using Illumina P5/P7 qPCR primers and SensiMix SYBR (Bioline).

Paired-end sequencing was performed using an Illumina NextSeq500 (ChIP-seq - 2x81bp, 6 bp i7; ATAC-seq - 2x79bp, 8 bp i7).

### Allelic ATAC-seq analysis

Paired-end fastq files from ATAC-seq in iXist-ChrX_Dom_ (Fig. 1) were mapped using bowtie2 (v2.3.5.1; (Langmead and Salzberg, 2012)) to a mm10 genome N-masked at positions of SNPs between *M. musculus domesticus* (129/Sv) or *M. musculus castaneous* (CAST) strains. The parameters “--very sensitive --no-discordant --no-mixed -X 2000” were used for mapping and any unmapped read pairs were removed. Aligned bam files were then sorted by samtools and PCR duplicates were marked and removed using the “MarkDuplicates” programme in the Picard toolkit (Broad Institute). For downstream allelic analysis, aligned reads were assigned to separate files corresponding to either the CAST (“genome1”) or 129/Sv (“genome2”) genomes by SNPsplit (v0.2.0; (Krueger and Andrews, 2016)) using the “--paired” parameter and a strain-specific SNP file compiled from UCSC annotations. Bigwig files of pileup tracks were generated by bamCoverage (deeptools v3.5.0; (Ramírez et al, 2016)) using the total library size as a normalisation scale factor. Tracks were loaded as Bigwig files to IGV (Robinson et al, 2011) or converted to bedGraphs for visualisation with SparK software (Kurtenbach and Harbour, 2019).

Quality of ATAC-seq libraries was assessed by the Transcription Start Site Enrichment (TSSE) score (https://www.encodeproject.org/data-standards/terms/). TSSE scores for each sample were calculated using the Bioconductor “ATACseqQC” package (Ou et al, 2018) and are given in Dataset EV4.

Peakcalling was performed on each replicate of ATAC-seq individually by MACS2 (v2.2.7.1; (Feng et al, 2012)) using parameters of “-f BAMPE -g mm -q 0.01”. A custom R script using the “GenomicRanges” R package (Lawrence et al, 2013) was used to generate a consensus set of iXist-ChrX_Dom_ mESC regulatory elements as regions covered by peaks in at least two sample replicates. This script also filters consensus peaks by lower and upper thresholds of 50 bp and 10 kb, respectively. Peaks were also called on tn5-digested gDNA samples by “-f BAMPE -g mm --broad --broad-cutoff 0.01” and these were subtracted from the consensus peak set as likely mapping artifacts.

Regulatory elements were assigned as “promoters” if they overlap within 500 bp of an NCBI RefSeq gene TSS, or otherwise as “distal”. REs were classified as “CTCF-binding” if they overlap with a CTCF ChIP-seq peak — called from public data (GSM4776653; Hua et al, 2021) with parameters “-f BAMPE -g mm -q 0.01” — or “YY1-binding” if they overlap with a YY1 ChIP-seq peak (see below). In addition, REs were assigned to their nearest gene (TSS) by linear genomic proximity using bedtools closest.

For quantitative allelic analysis of RE accessibility over the time course of XCI, consensus ChrX REs were labelled and parsed into gtf file format by awk commands. These were used as input for featureCounts (Liao et al, 2014) to count sequencing fragments overlapping REs in both the total and allele-specific alignment files for each timepoint. Only peaks containing at least 10 allelically assigned fragments in >80% of samples and showing biallelic signal in uninduced mESCs (0.15 < allelic ratio < 0.85) were retained (*n* = 821). Allelic ratios (Xi/(Xi + Xa)) were then calculated for all sample timepoints and used for further analysis.

For analysis of ATAC-seq time courses of iXist-ChrX WT versus SmcHD1 KO cell lines in Fig. EV4, consensus peak files were created for each set of ten samples for comparison (e.g., 5× iXist-ChrX_Dom_ + 5 Xist-ChrX_Dom_ SmcHD1 KO-A3) and annotated by overlap with YY1 ChIP-seq peaks. Count matrices were then generated by featureCounts and used for allelic ratio analysis. Filtering by minimum allelic fragments and initial allelic ratio was performed similarly to the original iXist-ChrX_Dom_ time-course data, with fewer peaks passing allelic filters compared to Fig. 1 because of lower sequencing depth.

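YY1-binding peaks that passed the allelic filters were mostly promoters, and non-YY1 peaks were mostly distal REs. In iXist-ChrX_Dom_, 390 peaks between 6091959 and 103483248 on chromosome X were retained, of which 203 overlapped a YY1 ChIP-seq peak. In iXist-ChrX_Cast_, 583 peaks up to 169906604 were retained, of which 307 were YY1-binding. Promoters made up 68.0% of YY1-binding and 35.3% of non-YY1 peaks in iXist-ChrX_Dom_, and 74.6% and 40.6% in iXist-ChrX_Cast_. Peaks had a median length of 1017 bp, and 345 were shared by the 2 backgrounds. The allelic ratio on day 0 lay between 0.202 and 0.818 in iXist-ChrX_Dom_ WT and between 0.136 and 0.878 in KO-A3. In iXist-ChrX_Cast_ it lay between 0.143 and 0.817 in WT and between 0.159 and 0.875 in KO-D5. A day 0 ratio below 0.15 or above 0.85 in at least 1 line was found at 4 peaks of iXist-ChrX_Dom_ and 2 of iXist-ChrX_Cast_.
Dataset EV5 lists the REs of the iXist-ChrX_Dom_ time course of Fig. 1 with their own YY1 annotation. Of 390 peaks in iXist-ChrX_Dom_, 378 overlapped an RE there, and 75 of these were YY1-binding in that table, 74 of them also in the deposited annotation. For iXist-ChrX_Cast_, 354 peaks overlapped an RE, 73 were YY1-binding there and 72 in both. In SmcHD1 KO, peaks that were YY1-binding in both annotations had a median ratio over days 5, 7 and 15 of 0.271 in KO-A3 and 0.275 in KO-D5. Peaks that were YY1-binding in the deposited annotation alone had 0.160 and 0.163, and peaks that were YY1-binding in neither had 0.143 and 0.139. Median KO minus WT of these 3 groups was 0.0991, 0.0758 and 0.0504 in iXist-ChrX_Dom_, and 0.110, 0.0775 and 0.0274 in iXist-ChrX_Cast_.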

### Kinetic modelling of dynamic RE accessibility loss

Trajectories of decreasing allelic RE accessibility in the iXist-ChrX_Dom_ ATAC-seq time course were fitted to curves of an exponential model using largely the same methodology as previously described for ChrRNA-seq data (Bowness et al, 2022). Specifically, each RE was fit using the “nlsLM” function of the “minpack.lm” R package (Elzhov et al, 2016) to a model of the form:

$$y={y}_{f}+{y}_{0}{e}^{-{tk}}$$

(*y* = allelic ratio; *t* = time; *y*_f_ = final allelic ratio; *y*_0_+*y*_f_ = initial allelic ratio)

Unlike in our previous ChrRNA-seq silencing analysis, y_f_ was not fixed at 0 for any peaks, as complete loss of Xi ATAC-seq signal from REs is rare. Halftimes of RE accessibility loss were calculated by the formula:

$${t}_{1/2}=-\frac{1}{k}{{{{{\rm{ln}}}}}}\left(\frac{F\left({y}_{0}-{y}_{f}\right)-{y}_{f}}{{y}_{0}}\right)$$

Where *y*_0_ and *y*_f_ are parameters of the exponential model fit and *F* = 0.5 (to calculate half of the initial value). Overall, it was possible to calculate halftimes for 657 of the 821 chrX REs which passed initial filters for allelic analysis. Some REs demonstrate behaviours other than a progressive decrease in allelic ratio upon Xist induction (e.g., the CTCF sites at the *Firre* locus which increase in allelic ratio over XCI) and thus cannot be fitted with an exponential curve and a halftime value. 133/164 of these REs remain biallelically accessible in NPCs (Allelic Ratio > 0.20) and were retained for further analysis. These were classified together with REs with slow accessibility halftimes (*t*_1/2_ > 5.4 days) as “persistent REs” (*n* = 395). An equal-sized group of REs for which Xi accessibility rapidly decreases (*t*_1/2_ < 5.4 days) were classified as “depleted REs” (*n* = 395). These categories of “persistent” and “depleted” REs have similar properties in terms of sequence length (median bp: persistent = 991, depleted = 887) and initial accessibility in mESCs (median day 0 ATAC enrichment score: persistent = 1133, depleted = 1176).

A table collating the halftimes and various classifications for all REs amenable to allelic analysis is provided as Dataset EV5.

### Motif enrichment and annotation

Motif analysis was performed by HOMER (Heinz et al, 2010) using the command “findMotifsGenome.pl” to search for motifs enriched in “persistent REs”, using “depleted REs” as the background feature set (“-bg”). The enrichment results table (Dataset EV1) and figure (Fig. 2B) show the output of the “known” motif enrichment mode. YY1 motifs within RE sequences were annotated by FIMO from the MEME suite tools (Bailey et al, 2015), searching for the consensus mouse YY1 motif from the JASPAR database (YY1_MA0095.2; Castro-Mondragon et al, 2022).

### YY1 ChIP-seq analysis

Mapping and processing of YY1 ChIP-seq data was performed using a similar pipeline to ATAC-seq data (see above). A consensus set of YY1 ChIP-seq peaks in iXist-ChrX was generated using anti-YY1 ChIP-seq data generated in iXist-ChrX mESCs. Using the same methodology as ATAC-seq, peaks were called from the four samples (2× iXist-ChrX_Dom_, 2× iXist-ChrX_Cast_) individually with MACS2 “-f BAMPE -g mm -q 0.01”, and regions where two or more peaks overlap were consolidated as the consensus peak set. A consensus input blacklist from peaks called in the four input samples (by MACS2 “-f BAMPE -g mm --broad --broad-cutoff 0.01”) was also generated and subtracted from the consensus YY1 peaks. Peaks were also annotated with a YY1 “enrichment score” in mESCs using the “cov” command from the BAMscale tool (Pongor et al, 2020).

YY1 peaks were defined as “promoters” if they overlap within 500 bp of an NCBI RefSeq gene TSS, or otherwise as “distal”. YY1 peaks were also assigned to their nearest gene (TSS) by bedtools closest, and in cases of direct overlap between a YY1 peak and TSS, the associated gene was defined as a “direct YY1 target” (*n* = 2168 genome-wide).

YY1 ChIP-seq performed in iXist-ChrX YY1-FKBP12^F36V^-3xT7 lines using the anti-T7 antibody generated data with improved signal:noise compared to ChIP-seq using the endogenous anti-YY1 antibody. This is evident from superior FRiP (Fraction Reads in Peaks) scores (see Dataset EV2) in anti-T7 libraries using the consensus YY1 peak set (derived from anti-YY1 data)*. Accordingly, anti-T7 YY1 ChIP-seq was used for the quantitative allelic analysis of YY1 binding on Xi over time courses of XCI. Consensus YY1 peaks from YY1-T7 ChIP data were labelled, parsed into gtf file format, and used as input for featureCounts (Liao et al, 2014) to count sequencing fragments overlapping YY1 peaks in both the total and allele-specific alignment files for each timepoint. Counts matrices for YY1 time courses in both aF1 and cC3 lines were loaded to RStudio, whereupon allelic filters of >10 allelically assigned fragments in >80% of samples and biallelic signal in uninduced mESCs (0.2 < allelic ratio < 0.8) were applied to cC3 and aF1 datasets to result in *n* = 237 and *n* = 195 peaks respectively. Allelic ratios (Xi/(Xi + Xa)) were then calculated for all sample timepoints and used for further analysis.

*It is possible to call many more peaks from anti-T7 YY1 ChIP-seq data, however, these peaks are of smaller magnitude and rarely contain YY1 motifs, so we reasoned that these peaks likely reflect secondary enrichment of YY1 cofactors rather than direct sites of YY1 binding to DNA. As such, for the purposes of this analysis we opted to use peaks called from the anti-YY1 Ab data, which represents a smaller but higher confidence set of locations where YY1 binds in the genome.

### OCT4 ChIP-seq analysis

Mapping, processing and peakcalling of OCT4 ChIP-seq data was performed exactly as anti-YY1 ChIP-seq. Consensus OCT4 peaks were labelled, parsed into gtf file format, and used as input for featureCounts (Liao et al, 2014) to count sequencing fragments overlapping OCT4 peaks in both the total and allele-specific alignment files for d0 and d6 mESC timepoints. The same filtering criteria and calculations were performed in R for OCT4 peaks and YY1 peaks to maximise comparability of allelic ratio measurements between the two transcription factors, although the number of peaks on ChrX passing filtering criteria was greater for OCT4 (*n* = 1005) than YY1 (*n* = 237).

### ChrRNA-seq analysis

Further analysis of wild-type iXist-ChrX ChrRNA-seq time courses was not performed for this paper. Gene silencing halftimes and categories of genes (i.e., fast/intermediate/slow silencing or low/medium/high initial expression) were taken from a table in our previous publication, which summarises this information for all X-linked genes amenable to allelic ChrRNA-seq analysis in iXist-ChrX cell lines (Bowness et al, 2022). A version of this table updated to include classifications of genes as YY1 binding is provided as Dataset EV6. ChrRNA-seq data from iXist-ChrX cells induced for 10 days in mESC conditions without differentiation is available at GSE185852.

Mapping and processing of ChrRNA-seq data from iXist-ChrX YY1-FKBP12^F36V^-3xT7 mESCs were performed by a similar pipeline to our previous studies (Nesterova et al, 2019; Bowness et al, 2022). Raw fastq files were first mapped to rRNA by bowtie2 (v2.3.5.1; Langmead and Salzberg, 2012), and rRNA-mapping reads were discarded. The remaining reads were aligned to the N-masked genome using STAR (v2.5.2b; Dobin et al, 2013) using parameters “-outFilterMultimapNmax 1 -outFilterMismatchNmax 4 -alignEndsType EndToEnd”, and assigned to *Castaneous*/CAST or *Domesticus*/129 Sv genome files by SNPsplit (v0.2.0; Krueger and Andrews, 2016). For both “unsplit” and “allelic” files of each sample, read fragments overlapping genes were counted by featureCounts (Liao et al, 2014) “-t transcript -g gene id -s 2” using a non-redundant annotation file of all transcripts and lncRNAs from NCBI RefSeq.

Allelic analysis of gene silencing in aF1 and cC3 iXist-ChrX YY1-FKBP12^F36V^-2xStrep-3xT7 mESCs was performed using R and RStudio on allelic count matrices produced by featureCounts. Genes which passed allelic filters in our previous analyses of wild-type gene silencing (i.e., included in Dataset EV6) were retained for Allelic Ratio analysis. Slightly fewer genes were amenable to Allelic Fold Change analysis (aF1 - 219/246; cC3 - 329/399) because fold changes cannot be calculated in situations where there are 0 counts for one allele of a gene (e.g., where the gene is completely silent on day 6).

Differential gene expression analysis between untreated and dTAG-13-treated samples was performed on “unsplit” counts matrices using DEseq2 (Love et al, 2014) using the “lfcShrink” transformation. aF1 and cC3 lines were evaluated separately, but all samples for each line (days 0, 2 and 6 of Xist induction) were grouped to test for genome-wide differential expression testing upon 52 h YY1 degradation. Volcano plots were generated using the *EnhancedVolcano* R package (Blighe et al, 2018).

### Quantification and statistical analysis

Statistical significance was calculated using base or “ggpubr” packages and each statistical test performed is stated in the relevant figure legends. All hypothesis tests were conducted in a two-sided manner. The Wilcoxon rank-sum test was favoured for comparisons between independent, unpaired samples (e.g., between two different categories of genes or REs). This test does not assume normal distributions and is a non-parametric alternative to the unpaired *T* test. For comparing the same set of genes under different conditions, we elected to use the paired *T* test. This parametric statistical test is relatively robust to deviations from normality in the distribution of differences between paired observations at the sample sizes compared in this study. All sample sizes (*n*) are provided and explained in figures and legends.

## Supplementary information

Data Set EV1

Data Set EV2

Data Set EV3

Data Set EV4

Data Set EV5

Data Set EV6

Peer Review File

Expanded View Figures

## Data Availability

NGS datasets produced in this study are available in the GEO SuperSeries GSE240684. Raw RNA-FISH images are available in BioImage Archive S-BIAD1091. Records of all analysis performed in R for this study are hosted on GitHub at the following page: https://joebowness.github.io/YY1-XCI-analysis/.

# Supplementary material for: YY1 binding is a gene-intrinsic barrier to Xist-mediated gene silencing
**Source:** EMBO Rep. 2024 Apr 23;25(5):2258–77. doi: 10.1038/s44319-024-00136-3
**Supplement:** Supplementary file 8 — Expanded View Figures

## Expanded View Figures

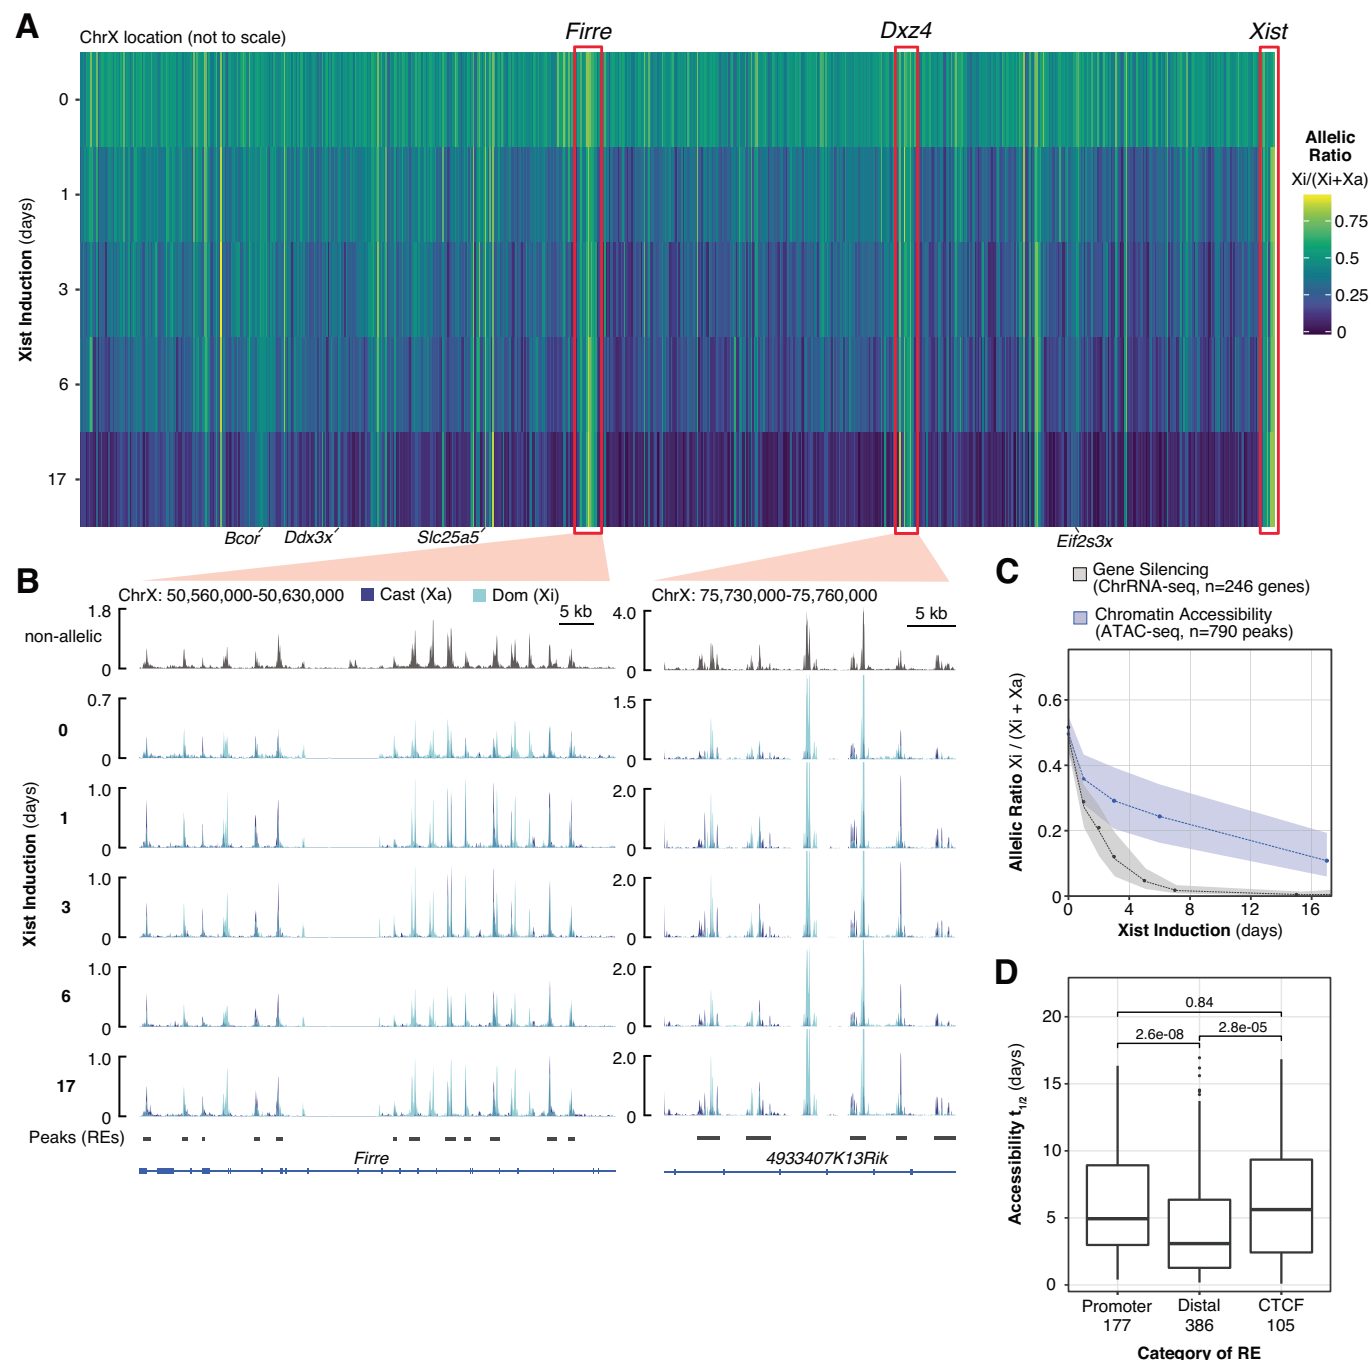

**Figure EV1. Allele-specific ATAC-seq over a time course of inducible XCI.**

(A) Heatmap of allelic ratios for each X-linked RE in iXist-ChrX<sub>Dom</sub> cells over a time course of Xist induction with NPC differentiation. Three loci containing clusters of RE which increase in accessibility on Xi (*Firre*, *Dlx4* and *Xist*) are indicated by red boxes. Locations of escapee gene loci which retain biallelic accessibility *Ddx3x*, *Slc25a5* and *Eif2s3x* are also labelled. *Bcor* is efficiently silenced but contains a cluster of intragenic REs which remain biallelically accessible. Allelic ratios are the average of 2 or 3 replicates for each timepoint. Note that REs on ChrX distal to *Xist* (i.e., 103–165 Mb) are not amenable to allelic analysis due to a recombination event during derivation of the iXist-ChrX<sub>Dom</sub> line (Nesterova et al, 2019). (B) ATAC-seq genome tracks of *Firre* and *Dlx4* loci over a time course of Xist induction with NPC differentiation. Tracks are the average of duplicates for each timepoint. (C) Ribbon plot comparing the dynamics of decreasing RE chromatin accessibility with gene silencing dynamics. Dashed lines connect median averages for each timepoint and shaded areas trace interquartile ranges. (D) Boxplots of accessibility half-times grouped by a categorisation of regulatory elements as promoters ( $\pm 500$ bp TSS), CTCF sites (CTCF ChIP-seq from GSE144336) or non-CTCF distal elements. Boxes span first to third quartiles with whiskers extending to 1.5 \* the interquartile range and a central median line. Significance (P values) calculated by Wilcoxon rank-sum test. Numbers of REs in each category are indicated below.

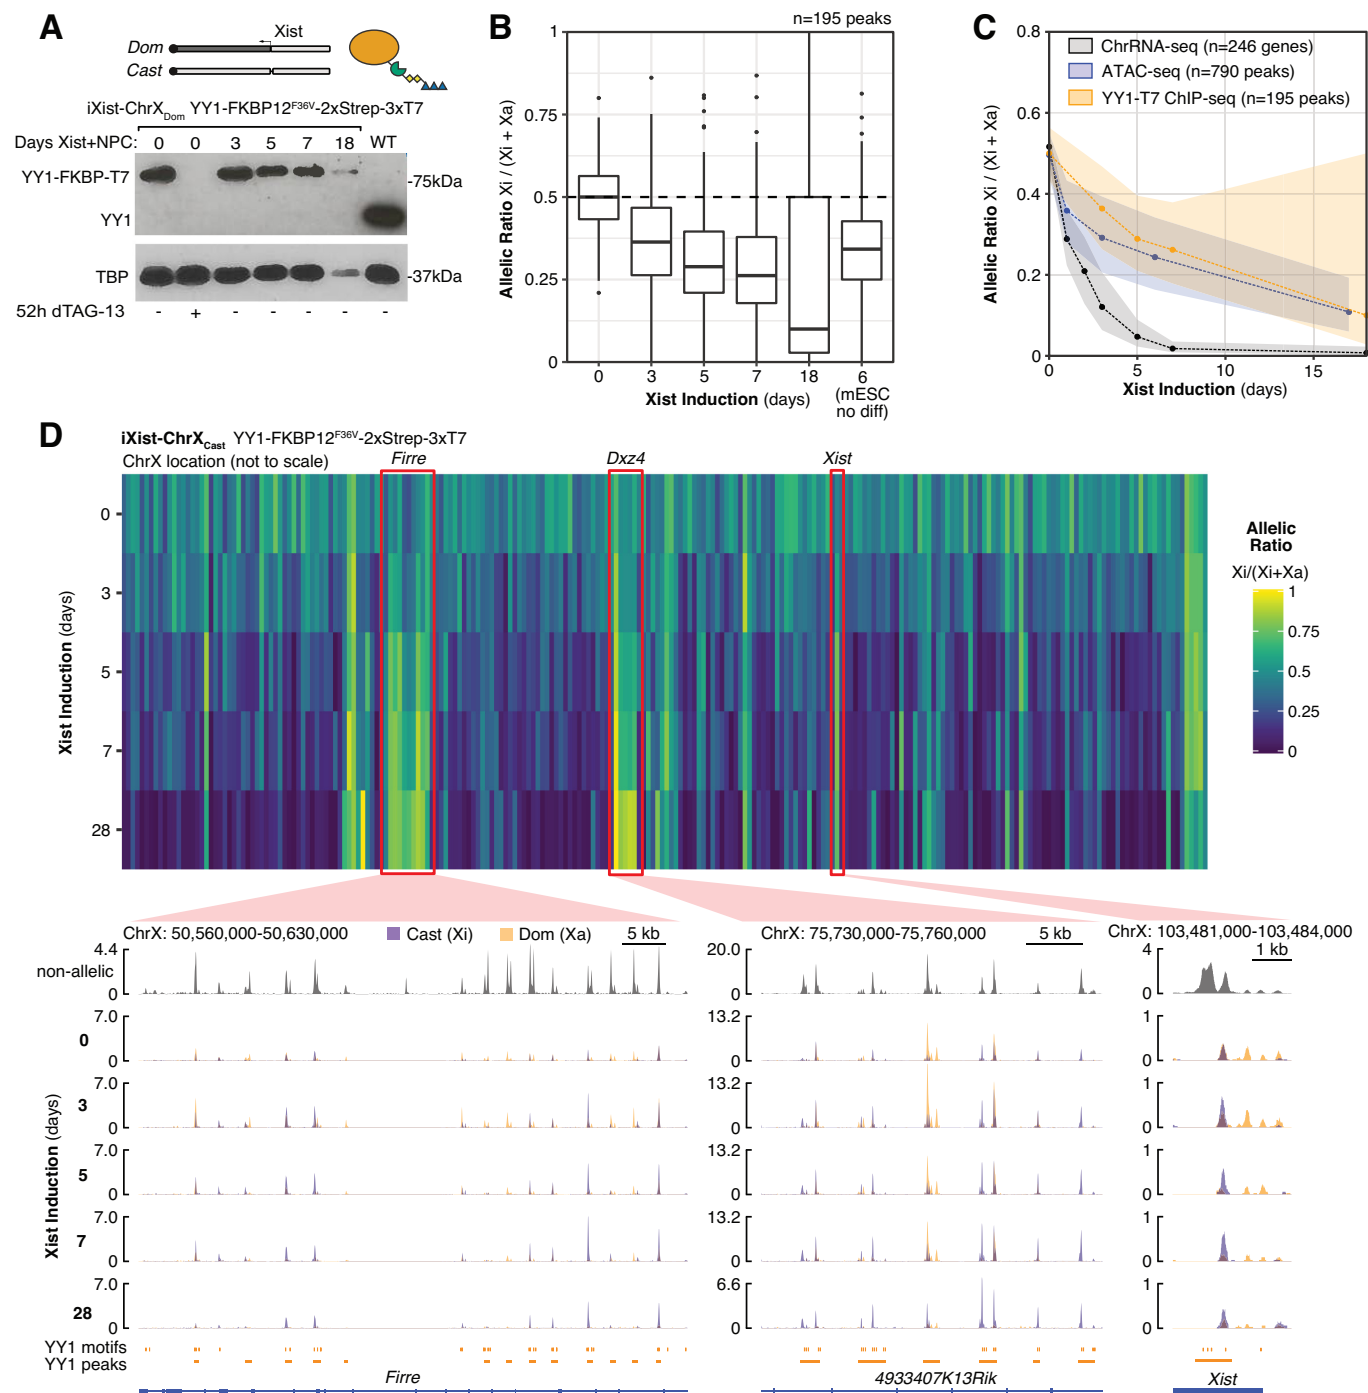

**Figure EV2. YY1-T7 ChIP-seq over a time course of inducible XCI.**

(A) Above: Schematic of the iXist-ChrX<sub>Dom</sub> YY1-FKBP12<sup>F36V</sup>-2xStrep-3xT7 cell line. Below: Western blot showing expression of the YY1-degron fusion protein in mESCs and over the course of NPC differentiation, as well as acute degradation upon addition of dTAG-13. TBP acts as a loading control. (B) Boxplot of decreasing YY1 binding on Xi, as measured by the allelic ratio in peak regions, over a time course of Xist induction with NPC differentiation (iXist-ChrX<sub>Dom</sub> background). Boxes span first to third quartiles with a central line indicating the median. Whiskers extend to 1.5 \* the interquartile range and outliers outside this range are plotted as separate points. (C) Ribbon plot comparing the dynamics of decreasing YY1 binding with decreasing chromatin accessibility and with gene silencing (iXist-ChrX<sub>Dom</sub> background). Dashed lines connect median averages for each timepoint and shaded areas trace interquartile ranges. (D) Above: Heatmap of YY1-T7 ChIP-seq allelic ratios for each X-linked YY1-binding peak over a time course of Xist induction with NPC differentiation (iXist-ChrX<sub>Cast</sub> background). Below: YY1-T7 genome tracks showing three loci important for the 3D organisation of Xi (*Firre*, *Dxz4* and *Xist*) where Xi-specific YY1 binding increases over the time course of Xist induction.

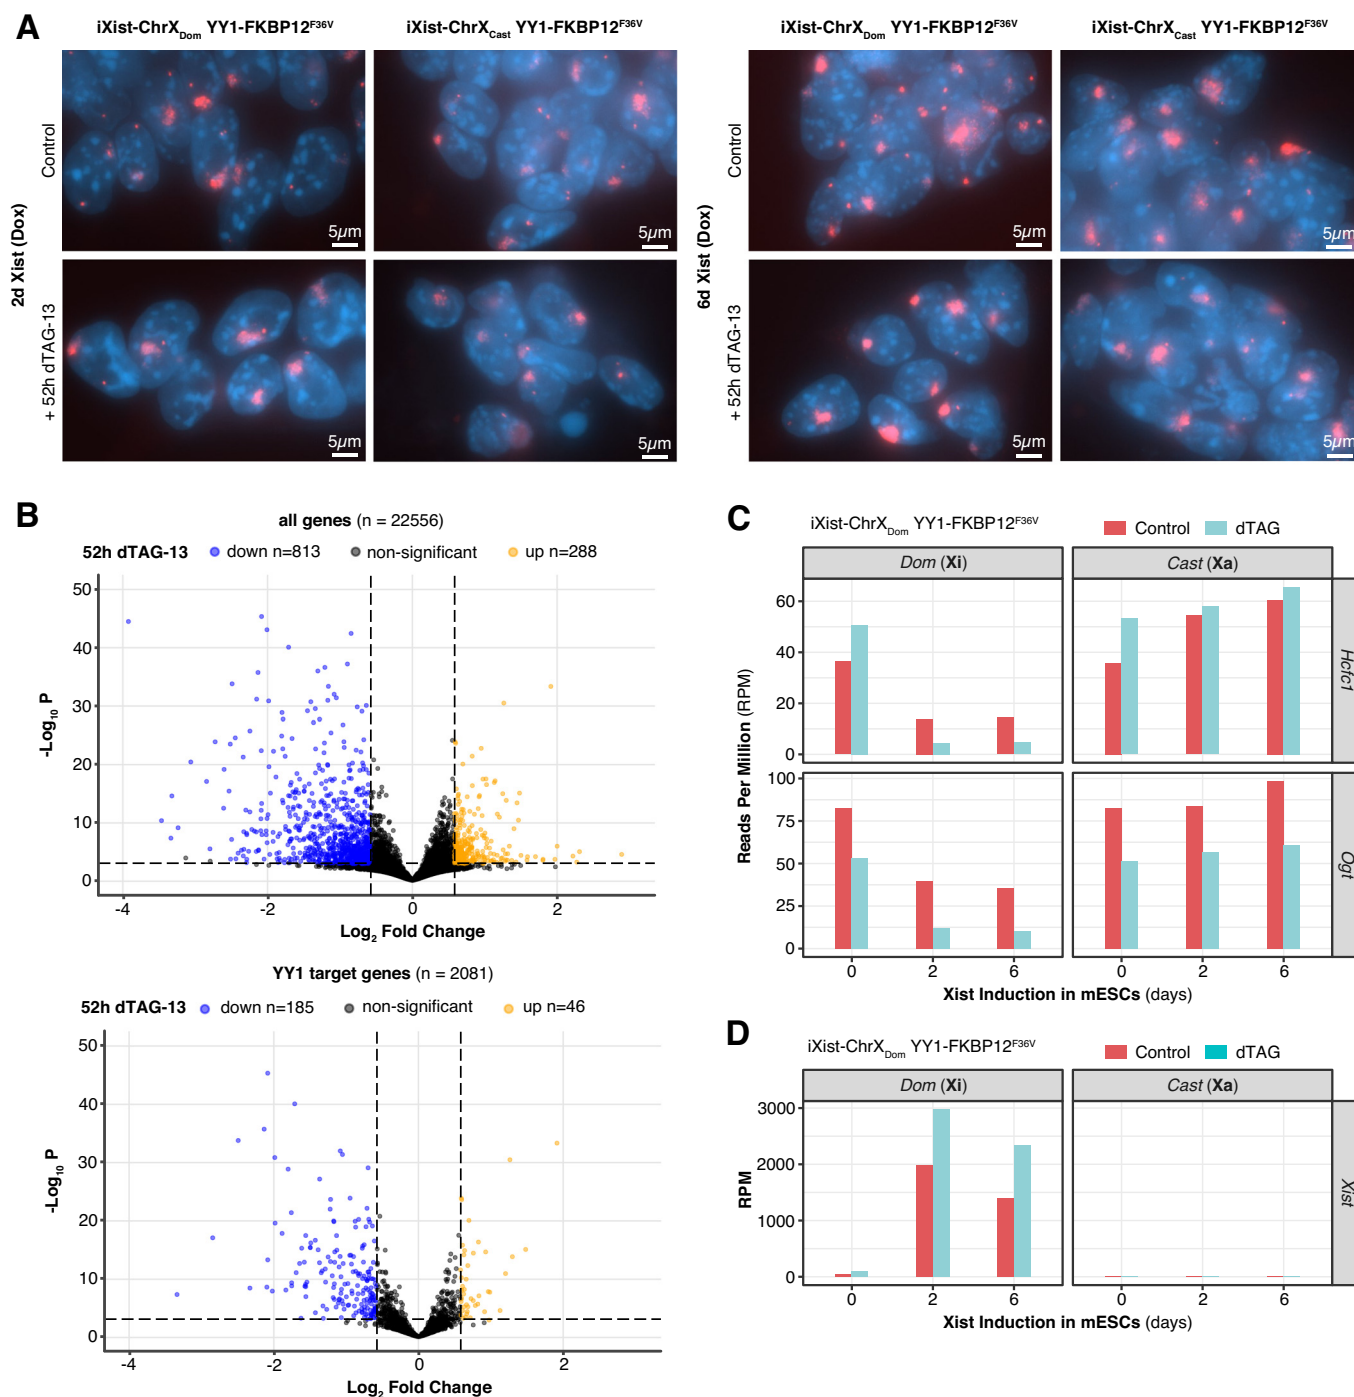

**Figure EV3. Xist RNA localisation and gene expression changes upon YY1 degradation.**

(A) Maximal Z-projection images from Xist RNA-FISH performed on YY1-FKBP12<sup>F36V</sup>-2xStrep-3xT7 mESCs after 2 days of Xist induction +/- 52 h dTAG-13 (left) or 6 days of Xist induction +/- 52 h dTAG-13 (right). (B) Enhanced Volcano plot of genome-wide gene expression changes upon 52 h YY1 degradation. All samples (6 dTAG-treated and 6 control) were included in the analysis regardless of Xist induction status. Thresholds to define strongly differentially expressed genes were set at fold change >1.5 and adjusted *P* value < 0.01 (Wald test with Benjamini-Hochberg correction using DESeq2 (Love et al, 2014)). The lower plot only shows genes defined as direct "YY1 targets" by the presence of a promoter YY1 ChIP-seq peak. (C) Relative allelic expression of two example YY1 target genes, *Hcfc1* and *Ogt*, in ChRNA-seq experiments performed in the iXist-ChrX<sub>Dom</sub> line. (D) Levels of chromatin-associated Xist RNA upon YY1 degradation in ChRNA-seq experiments performed in the iXist-ChrX<sub>Dom</sub> line.

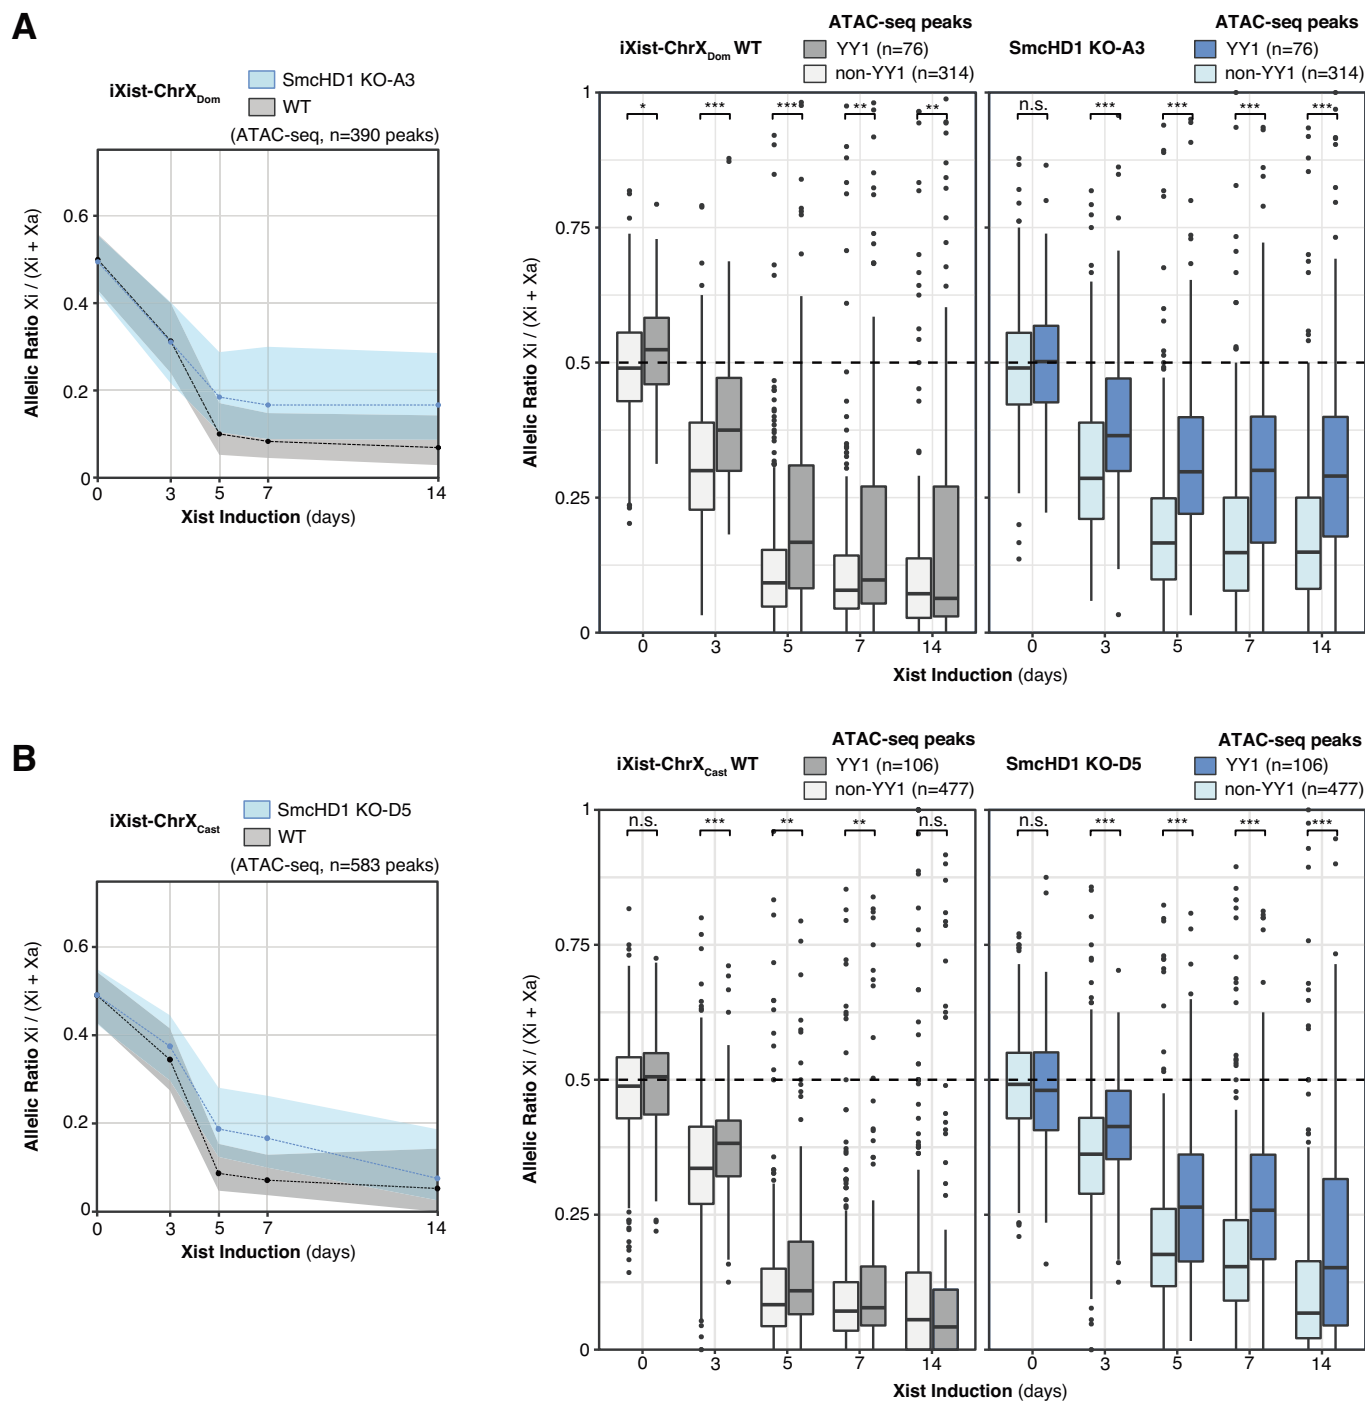

**Figure EV4. Allele-specific ATAC-seq of SmcHD1 KO cell lines upon Xist induction with NPC differentiation.**

(A) Left: Ribbon plot comparing Xi accessibility of ATAC-seq peaks in SmcHD1 KO cell line A3 to wild-type (WT) iXist-ChrX<sub>Dom</sub>. Greater residual Xi accessibility in SmcHD1 KO is evident at later timepoints of Xist induction with NPC differentiation, after the time window of SmcHD1 recruitment to Xi in iXist-ChrX cells (between days 3 and 5). Right: Boxplots comparing allelic ratios of YY1 binding versus non-YY1 REs over the ATAC-seq time courses in iXist-ChrX<sub>Dom</sub> WT and SmcHD1 KO-A3. Boxes span first to third quartiles with a central line indicating the median. Whiskers extend to 1.5 \* the interquartile range and outliers outside this range are plotted as separate points. Significance calculated by Wilcoxon rank-sum test. \*, \*\* and \*\*\* indicate *P* values below, 0.01, 0.001 and 0.0001, respectively. The numbers of YY1-binding and non-YY1 ATAC-seq peaks (REs) which are amenable to allelic analysis are displayed above the plot. (B) As (A) but for SmcHD1 KO cell line D5 derived from the reciprocal iXist-ChrX<sub>Cast</sub> line.

How the deposited data were processed for this re-analysis (not part of the article)

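The text above uses allele-specific ATAC-seq of chromosome X in 4 mESC lines, iXist-ChrX_Dom_ WT, iXist-ChrX_Dom_ SmcHD1 KO-A3, iXist-ChrX_Cast_ WT and iXist-ChrX_Cast_ SmcHD1 KO-D5. Each line gave 5 libraries, on days 0, 3, 5, 7 and 15, so 20 libraries in all and 10 per table. Other assays of the paper were not analysed here. Samples were mapped to lines and days by their titles. The cell line and source fields of the 10 iXist-ChrX_Cast_ samples name the iXist-ChrX_Dom_ line instead, and the titles, the series design and Dataset EV4 were followed. Table columns were mapped by their labels, and columns not used came to 0. Each KO line was compared with the WT line of the same background on the same day, which is the pairing the paper's figure uses.

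The authors aligned reads with Bowtie2 2.3.5.1 to mm10 with strain variants masked, assigned reads to strains, called peaks per sample, merged them into a consensus set per background, counted allelic fragments with featureCounts, filtered peaks, and deposited for each peak and library an allelic fraction, Xi/(Xi + Xa), between 0 and 1. The deposited YY1 mark of each peak comes from overlap with YY1 ChIP-seq peaks. These fractions are the unit of the main results here. Fragment counts are not in the tables, so depth and the precision of a single fraction are unknown, and no counts were inferred from the fractions. No scaling, log transformation or filter was applied to the fractions in the main results. Some of the alternatives listed below scaled, transformed or filtered them. The test for loss of the X that carries Xist used their log2 odds.

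Peaks were joined to the RefSeq annotation of mm10. The name given to a peak is that of the nearest TSS, and a peak within 500 bp of a TSS is a promoter. Overlap with REs of Dataset EV5 gave the paper's own classes, and the nearest gene in Dataset EV6 gave silencing class and SmcHD1 dependence. Peaks of the 2 backgrounds were taken as shared where they overlapped by at least 50% of the shorter peak, which gave 345 peaks.

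Values on days 5, 7 and 15 were averaged, since these days follow SmcHD1 recruitment. For all peaks and for YY1-binding against non-YY1 peaks, this is a mean of the 3 daily medians. For lists, single peaks, correlations and limma, each peak was averaged over the days first. Bootstrap intervals (95%, 10000 resamples) are over peaks. The difference between YY1-binding and non-YY1 peaks was set against 10000 random lists of the same size, matched on 3 equal classes of the day 0 ratio, and called above percentile 97.5 or below 2.5. No p was computed over peaks for these, since peaks are not replicates. A rule of size counted peaks at least 0.1 higher in KO on each of the 3 days beside the opposite count.

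limma 3.58.1 in R 4.3.3 tested the shared peaks with 1 value per line, 2 KO against 2 WT lines, background as a block and Benjamini-Hochberg adjustment at 0.05. Background is also which chromosome carries Xist, and the reciprocal lines are the only replicates. limma called 123 peaks, and 150 had an unadjusted p under 0.05. On simulated data of the same size, limma called 60 of 100 peaks shifted by 0.1, 80 of 100 shifted by 0.2 and 6 of 145 unshifted peaks in the same set, and 0 of 345 where no peak was shifted. The comparison of KO minus WT between YY1-binding and non-YY1 peaks was tested on simulated data for iXist-ChrX_Dom_ alone. It passed in 1 of 20 runs with no shift, 10 of 20 with a shift of 0.02 and 20 of 20 with 0.05. All other values were computed in Python 3.11.15 with numpy 2.4.6, pandas 2.3.3 and scipy 1.17.1, and figures were drawn with matplotlib 3.10.9.

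Gene lists and the rule for named peaks were fixed before the values were seen. Named peaks are, in each background, the 10 with the largest mean KO minus WT among those higher in KO on all 3 days, the 5 lowest among those lower on all 3 days, the 5 largest YY1-binding peaks, and promoters of Hcfc1, Ogt, Pdk3, Ddx3x, Slc25a5, Eif2s3x, Bcor, Kdm6a and Kdm5c. Peaks in the Firre, Dxz4 and Xist windows and the 10 shared peaks with the smallest p from limma complete the rule. Some peaks that the rule picks are not reported here. The lists were architectural loci, escapees the paper names, mouse escapees, genes of the paper's figures, X inactivation centre, chromatin and transcription regulators, neuronal and neural progenitor genes, Rhox and Xlr clusters, and housekeeping and metabolism.

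Alternatives tried were each day alone, ratios divided by the day 0 ratio, narrower day 0 limits, leaving out the 3 windows, peaks with ratios of exactly 0 or 1, or CTCF-binding REs, shared peaks only, means in place of medians, YY1 binding from Dataset EV5, promoters or distal peaks only, other matching of random lists, other overlaps, other limits of size, a logit scale, no background term, robust variance and leaving out each line. Averaging each peak over the days before the median, and leaving out day 15, were added after the values had been seen.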

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

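The rule below was fixed before the values were seen, and no test was chosen afterwards. It picks shared peaks where KO was higher than WT on each of days 5, 7 and 15 in one background and lower on each of these days in the other. 3 of 345 shared peaks met it, and the difference between backgrounds was not tested at any of them, since each has 1 library per line and day. A YY1-binding peak at the promoter of Maged1, a MAGE family protein with roles in neural development, had a mean KO minus WT of -0.0741 in iXist-ChrX_Dom_ and 0.0349 in iXist-ChrX_Cast_ (-0.0786 and 0.0508 without day 15). A non-YY1 peak 36032 bp from Ctag2l1 (74517431 to 74518137) had 0.139 and -0.140, and without day 15, when its iXist-ChrX_Cast_ ratio was 1 in WT and 0.667 in KO-D5, 0.152 and -0.0431. A non-YY1 peak 14463 bp from Apln, which encodes the ligand of the apelin receptor, had -0.0330 and 0.0562 (-0.0143 and 0.0545 without day 15).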

How the results depend on the processing

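Leaving out day 15, averaging each peak over the days before taking the median, all settings for lists and single peaks, and the correlation over YY1-binding peaks were chosen after the values were seen, and the other settings before. KO minus WT stayed above 0 in 42 of 42 alternatives, the YY1 excess in 40 of 41, and YY1-binding minus non-YY1 peaks in KO passed the upper percentile in 41 of 41. The WT difference between these groups was above 0 in 11 of 41 and below 0 in 30. Alternatives that changed only the matching of random lists left the difference between groups as it was. They could move the percentile but not the sign, so they add nothing to the counts above or below 0. Where a result changed, the cause was not tested.

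In iXist-ChrX_Dom_, KO minus WT at YY1-binding peaks (0.0879) was 0.107 with YY1 binding from Dataset EV5, 0.103 at promoters and 0.0458 at distal peaks, and the YY1 excess (0.0441) was -0.00123 at distal peaks. In iXist-ChrX_Cast_, KO minus WT of all peaks (0.0563) was 0.0816, 0.0833 and 0.00391 on days 5, 7 and 15, and 0.0824 without day 15. At YY1-binding peaks (0.0817) it was 0.0969, 0.114 and 0.0345 on these days, 0.105 without day 15, 0.111 with Dataset EV5 and 0.0618 at distal peaks.

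YY1-binding minus non-YY1 peaks in iXist-ChrX_Dom_ WT (-0.00839) turned to 0.0174 on day 5, 0.0486 as a mean, 0.0271 with Dataset EV5, 0.000189 at promoters, 0.0506 at distal peaks and 0.00035 with each peak averaged first. It passed the threshold at -0.0245 on day 15 and at -0.0180 without the 3 windows. In iXist-ChrX_Cast_ WT (-0.0134) it turned to 0.00927 on day 5, 0.0196 with Dataset EV5, 0.000569 at promoters, 0.00458 without CTCF-binding REs and 0.00260 without day 15. It no longer passed at -0.00407 on day 7, -0.0185 as a share of the day 0 ratio, -0.00833 with day 0 ratios from 0.3 to 0.7, -0.0123 at shared peaks, -0.00841 as a mean, -0.00953 proximal to Xist, -0.0224 at distal peaks and -0.0134 against lists matched on promoter or distal.

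limma called 123 shared peaks with the background as the replicate block, 33 with no replicate block, and 0 on day 5, 0 on day 7 and 0 on day 15 alone. Leaving out each line gave 0 to 0 called peaks (50 to 83 at an unadjusted p under 0.05), fitted without the background term, since a fit with it has no residual degrees of freedom, and with the lone line assumed to vary like the others. limma called 144 peaks on a logit scale (109 of the 123), 131 with robust variance (115) and 116 with days as replicates (110). Without day 15 it called 134 (112), all of them higher, and the Firre peaks were no longer called. In that fit all peaks shared the same variance, so it is not a like-for-like check of the main fit. Overlaps of 80% or 1 bp left the same 345 peaks, so they tested nothing.

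Peaks higher in KO by the rule of size came to 104.0 at 0.05, 11 at 0.2, 136 on at least 2 days and 104.0 after subtracting day 0 in iXist-ChrX_Dom_ (61; opposite counts 1, 0, 7 and 12). In iXist-ChrX_Cast_ (66) they came to 132, 8, 190 and 133, and 144 without day 15 (opposite counts 2, 0, 10, 27 and 1). The Spearman correlation between backgrounds (0.567) was 0.304, 0.412 and 0.381 on days 5, 7 and 15, 0.249 after subtracting day 0 and 0.683 over YY1-binding peaks.

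Lists turned direction as follows. In iXist-ChrX_Dom_, architectural loci had 0.0188 on day 5, escapees the paper names -0.00358 on day 5, X inactivation centre 0.0188 on day 5 and 0.0618 without the 3 windows, the Firre window 0.00238 on day 7 and 0.00370 without day 15, and the Xist window 0.00682 on day 5. In iXist-ChrX_Cast_ on day 15, escapees the paper names had -0.00976, fast-silencing genes -0.00992, genes not SmcHD1-dependent -0.00434, the Firre window -0.0863, YY1-binding and non-YY1 peaks of fast-silencing genes -0.00393 and -0.0252, non-YY1 peaks of intermediate-silencing genes -0.0109 and non-YY1 promoters -0.00487. On day 5, architectural loci had 0.0121, the Dxz4 window 0.0121 and the Xist window -0.0134 (-0.00282 without day 15). The Trpc5os peak had 0.00545 after subtracting day 0.

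Among results that answer a comparison, 144 alternatives kept the result, 27 moved, 12 turned direction, 16 were weaker and 2 stronger. Among lists and single peaks, 505 kept it, 65 moved, 20 turned direction, 55 lost and 13 gained the call.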

Differences from the paper's values

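The settings named below were set before the data were examined. The numbers of YY1-binding and non-YY1 peaks in Fig. EV4 differ from those of the deposited annotation.

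In iXist-ChrX_Dom_, the paper has about 76 YY1-binding peaks in Fig. EV4, read by eye, against 203 in the deposited table. YY1 binding from Dataset EV5 (75) and distal peaks only (65) come within 1.5 times of the paper's number. Each day alone, day 0 ratios from 0.3 to 0.7 (187), leaving out the 3 windows (183), means, promoters only (138) and leaving out CTCF-binding REs (149) do not. For non-YY1 peaks the paper has about 310 in Fig. EV4, read by eye, against 187. Dataset EV5 (303) closes the gap and no other setting does, so Dataset EV5 alone comes close to both numbers.

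In iXist-ChrX_Cast_, the paper has about 110 YY1-binding peaks in Fig. EV4, read by eye, against 307. Distal peaks only (78) and leaving out CTCF-binding REs (145) come within 1.5 times, but neither gives the figure's non-YY1 number. Dataset EV5 (73), peaks proximal to Xist (200), promoters only (229), leaving out the windows (288), day 0 ratios from 0.3 to 0.7 (281), each day alone and means do not come within 1.5 times. Dataset EV5 lists REs of the iXist-ChrX_Dom_ line, and 354 of the 583 peaks overlapped one. Its counts here are therefore partial and cannot decide whether its mark was used. For non-YY1 peaks the paper has about 480 in Fig. EV4, read by eye, against 276, and no setting closes the gap (281 with Dataset EV5).

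Of 60 medians of allelic ratios in Fig. EV4, 4 differ by over 1.5 times. The paper's median of YY1-binding peaks in iXist-ChrX_Dom_ WT on day 5 is about 0.17 in Fig. EV4, read by eye, against 0.111. Dataset EV5 (0.168), distal peaks only (0.176), the mean (0.176) and leaving out peaks with ratios of exactly 0 or 1 (0.127) close the gap. Day 0 ratios from 0.3 to 0.7, leaving out the windows or CTCF-binding REs, shared peaks and promoters only do not. In KO-A3 on day 7 the paper's median of YY1-binding peaks is about 0.30 in Fig. EV4, read by eye, against 0.194. The same 4 settings (0.30, 0.289, 0.252 and 0.231) and shared peaks (0.20) close the gap, and the others do not.

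In KO-D5 on day 15 the paper's median of YY1-binding peaks is about 0.15 in Fig. EV4, read by eye, against 0.0909. Dataset EV5 (0.208), distal peaks only (0.125), the mean (0.149), leaving out ratios of exactly 0 or 1 (0.140), shared peaks (0.10) and peaks proximal to Xist (0.10) close the gap. Day 0 ratios from 0.3 to 0.7, leaving out the windows or CTCF-binding REs and promoters only do not. In iXist-ChrX_Cast_ WT on day 15 the paper's median of non-YY1 peaks is about 0.056 in Fig. EV4, read by eye, against 0.0871. Dataset EV5 (0.0526), promoters only (0.0563), day 0 ratios from 0.3 to 0.7 (0.0769), leaving out the windows (0.0833) and leaving out CTCF-binding REs (0.0654) close the gap. Leaving out ratios of exactly 0 or 1, shared peaks, the mean, peaks proximal to Xist and distal peaks only do not. Among the settings that do, Dataset EV5 and promoters only lie closest to the paper's value, and leaving out the windows moved it little.

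The significance marks of Fig. EV4 come from Wilcoxon rank-sum tests that take peaks as replicates. Repeated in the same way, the class of the mark was the same in 10 of 20 libraries with the deposited annotation and in 15 of 20 with Dataset EV5.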

Other observations

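The 3 patterns weighed below were chosen after the values were seen. The tests matched on promoters and on silencing class were written down before their results, the others after, and the split of the last pattern by background was made after its result.

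REs of Firre, Dxz4 and Xist, loci with clustered CTCF sites or expressed from Xi, kept high median Xi ratios in WT and KO alike, although the Firre promoter peak had 0.0448 in WT and 0.0879 in KO-A3, and 0.0523 and 0.071 in the iXist-ChrX_Cast_ pair. Architectural loci had median ratios over days 5, 7 and 15 of 0.777 in WT and 0.735 in KO-A3, and of 0.646 and 0.617 in the iXist-ChrX_Cast_ pair, with KO minus WT below nearly all random lists (percentiles 0 and 0.01). Median KO minus WT was -0.0134 and 0.0099 in the Firre window, -0.0263 and -0.0566 in the Dxz4 window, and -0.0316 and 0.0105 in the Xist window. limma called 1 of 16 shared peaks at architectural loci higher (1 when adjusted over the list alone) and 1 lower (0), 1 of 7 in the X inactivation centre higher (0), and 0 of 1 in the Rhox and Xlr clusters. In the Firre window it called 1 of 12 shared peaks higher (0) and 2 lower (0). Of these, the lower peak from 50580103 to 50580923 has Gm35612 as its nearest TSS. In WT, 7 shared peaks gained at least 0.1 on Xi over day 0 on every later day in both backgrounds, 4 in Firre and 3 in the Xist window. An exon of Xist (103475806 to 103480190) went from 0.562 to 0.922 and from 0.464 to 0.798.

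Regulators of chromatin and transcription had a median KO minus WT of 0.0971 (percentile 99.6) and 0.0886 (percentile 99.3) in the 2 backgrounds. The random lists were not matched on gene, promoter or YY1 binding. Housekeeping and metabolism had 0.0761 (percentile 70.4) and 0.0907 (percentile 96.9), and neuronal genes 0.0827 (percentile 83.0) and 0.0503 (percentile 43.8), neither called. Mouse escapees had 0.0667 (percentile 51.2) and 0.0248 (percentile 2.8), and limma called 6 of 17 of their shared peaks higher (6 when adjusted over the list alone). limma called 2 of 8 peaks of escapees the paper names (2) and 10 of 27 peaks of genes in the paper's figures (12) higher.

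KO minus WT in iXist-ChrX_Cast_ was smaller on day 15 than on day 7. Loss of the X that carries Xist from part of the KO-D5 cells would lower all peaks alike, but 31 peaks of genes listed as escapees in Dataset EV6 changed by 0.0472 log2 odds from day 7 to day 15 and other peaks by -1.19, a gap of 1.24 (interval 0.618 to 1.53), which excludes it as the whole cause. The gap was 1.22 (0.196 to 1.65) for mouse escapees and 1.90 (0.593 to 2.64) for architectural loci. For 9 peaks of escapees the paper names, which changed by -0.974, it was 0.111 (-1.73 to 1.09), too wide to decide. Symmetric noise from fewer fragments would leave the mean in place, and the mean moved by -0.0835 (interval -0.0975 to -0.0693), which excludes noise alone. As a biological explanation, later silencing without SmcHD1 in this line could give the fall in KO-D5, whose mean ratio went from 0.201 to 0.132. Later silencing in KO-D5 would not raise WT, where the mean of non-YY1 peaks went from 0.107 on day 7 to 0.151 on day 15. The WT mean of YY1-binding peaks went from 0.114 to 0.100. Later silencing thus leaves the WT part of the change at non-YY1 peaks unexplained. No test here separates it from a difference between single cultures or libraries.

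YY1-binding peaks had the larger KO minus WT. Their higher share of promoters does not explain it, since the excess stayed among promoters alone (percentile 100 in both backgrounds), although it was absent among distal peaks of iXist-ChrX_Dom_. A higher share of slow-silencing genes is excluded by random lists matched on silencing class (lower percentile 99.9). Loss of reads of one strain would turn sign between the reciprocal backgrounds, and the smaller excess was 0.0405. A greater dependence of YY1-binding promoters on SmcHD1 is consistent with these values, with 1 library per line and day.

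YY1-binding peaks had the lower median WT ratio on day 15 under the deposited annotation, although in iXist-ChrX_Dom_ their mean was the higher (0.150 against 0.109). In iXist-ChrX_Dom_ the higher share of promoters may account for it, since the difference was -0.00501 among promoters and 0.0376 among distal peaks (percentile 95.6). In iXist-ChrX_Cast_ it does not, since both promoters (percentile 0.6) and distal peaks (percentile 1.96) kept the lower ratio. No biological explanation was tested.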
